# Unaltered hepatic wound healing response in male rats with ancestral liver injury

**DOI:** 10.1038/s41467-023-41998-w

**Published:** 2023-10-10

**Authors:** Johanna Beil, Juliane Perner, Lena Pfaller, Marie-Apolline Gérard, Alessandro Piaia, Arno Doelemeyer, Adi Wasserkrug Naor, Lori Martin, Aline Piequet, Valérie Dubost, Salah-Dine Chibout, Jonathan Moggs, Rémi Terranova

**Keywords:** Epigenetic memory, Experimental evolution, Regenerative medicine, Transcriptomics

## Abstract

The possibility that ancestral environmental exposure could result in adaptive inherited effects in mammals has been long debated. Numerous rodent models of transgenerational responses to various environmental factors have been published but due to technical, operational and resource burden, most still await independent confirmation. A previous study reported multigenerational epigenetic adaptation of the hepatic wound healing response upon exposure to the hepatotoxicant carbon tetrachloride (CCl_4_) in male rats. Here, we comprehensively investigate the transgenerational effects by repeating the original CCl_4_ multigenerational study with increased power, pedigree tracing, F2 dose-response and suitable randomization schemes. Detailed pathology evaluations do not support adaptive phenotypic suppression of the hepatic wound healing response or a greater fitness of F2 animals with ancestral liver injury exposure. However, transcriptomic analyses identified genes whose expression correlates with ancestral liver injury, although the biological relevance of this apparent transgenerational transmission at the molecular level remains to be determined. This work overall highlights the need for independent evaluation of transgenerational epigenetic inheritance paradigms in mammals.

## Abstract (web summary)

How much the environment influences inherited adaptive traits is debated and challenging to demonstrate in mammals. Here the authors performed a multigeneration study that failed to morphologically replicate enhanced wound healing response following ancestral liver injury in rats. However, heritable transcriptional effects suggest transmission at the molecular level, albeit of unclear functional relevance.

## Introduction

In recent years, multiple cross-generational exposure paradigms, including epidemiological studies and animal models, have explored the idea that ancestral environmental experiences (e.g., related to parental diet, traumatic experiences, toxin exposure) may be written into our epigenomes and transmitted through the germline to influence development and health of progeny^1–5^. This would have profound implications for the understanding of human health and disease^6,7^. However, the role and nature of germline epigenetic effects in phenotypic transmission is disputed^8–10^ and the overall relevance and penetrance of the transgenerational epigenetic inheritance (TEI) phenomenon in mammals remains uncertain^11–13^. Specifically, many of the studies do not represent bona fide cases of TEI, but rather intergenerational effects where germline exposure or other confounding effects (e.g., postnatal nutritional environment, behavioral effects, microbiotic effects, metabolites, or cryptic genetic variations) might contribute to the transmitted phenotypes. Furthermore, the reprogramming of the epigenome in primordial germ cells during gametogenesis and following fertilization represent major barriers to TEI in mammals^14^. Yet the transmission of epigenetic changes cannot be excluded, as illustrated by imprinted genome loci that resist waves of epigenome reprogramming post-fertilization^15^. Thus, at present TEI is plausible, but much work remains to be done to establish strong evidence of this phenomenon in mammals^13,16,17^.

To evaluate the existence of TEI, it is important to assess non-mendelian transmission of complex pathophysiological traits using in vivo models, in which the study design accounts for and mitigates important biasing factors. In 2012, a study reported multigenerational epigenetic adaptation of the hepatic wound healing response^18^. Using outbred adult male Sprague Dawley (SD) rats and repeated exposure to the hepatotoxin carbon tetrachloride (CCl_4_), in a multigeneration male-transmission setting, the study highlighted that ancestral liver damage could lead to heritable reprogramming of hepatic wound healing and greater fitness of subsequent generation’s exposure to the liver fibrosis inducing agent. The observed phenotypic adaptation was characterized by reduced liver myofibroblasts, increased expression of anti-fibrogenic and reduced expression of pro-fibrogenic factors.

Interestingly, CCl_4_ injury recapitulates the progressive stages of human fatty liver disease, from simple steatosis, to inflammation, fibrosis, and cancer^19^ and triggers similar cellular and molecular events in both human and model organisms^20^. CCl_4_-induced acute liver injury thus represents a translationally relevant model of liver fibrosis, and the original study by Zeybel et al. represented an important advance in studying multigenerational epigenetic adaptation of the hepatic wound healing response.

Given the elusive evidence for TEI in mammals and the multiple effects that may confound the experimental evaluation and interpretation of this phenomenon^17,21^, we aimed to comprehensively re-evaluate the potential for transgenerational adaptation of the hepatic wound healing response in a de novo multigeneration CCl_4_ study in outbred SD rats. We expanded on the original work^18^ by considering additional study parameters that mitigate potentially confounding effects, including standardized housing, care, pedigree tracing, study power, F2 dose–response evaluation, careful randomization schemes, and orthogonal validation of key hepatic transcriptomic findings. Based on detailed microscopic and clinical pathology evidence, our data do not support an adaptive phenotypic suppression of the hepatic wound healing response to CCl_4_ as there was no evidence of reduced liver fibrogenesis or greater fitness of animals with ancestral liver injury. However, using a comprehensive RNA sequencing-based evaluation of the hepatic transcriptome, and orthogonal validation of key gene expression changes, we identify a biologically relevant set of genes whose expression pattern correlates with ancestral CCl_4_-induced liver injury, suggesting transgenerational transmission at the molecular level. In the absence of detectable phenotypic effects, the functional relevance of this hepatic transcriptional programming or associated transmission mechanisms is unclear. Overall, our work emphasizes the need for independent and extended evaluation of transgenerational epigenetic inheritance paradigms in mammals.

## Results

### A multigenerational male Sprague Dawley rat study to evaluate liver adaptation phenomenology

In this study, we aimed at independently evaluating the multigenerational epigenetic adaptation phenomenon reported in 2012^18^. Our study was designed to both reproduce and expand on the original publication. We performed a multigenerational study based on a block-design including CCl_4_ or vehicle control (olive oil) treatment groups in outbred adult male SD rats at generations F0, F1 and F2 (Fig. 1a). To induce a state of chronic wound healing leading to fibrosis, F0 and F1 male groups received 50% CCl_4_ doses three times weekly (t.i.w.) via oral gavage for 6 continuous weeks. Animals were allowed to recover for 2 weeks prior to mating with uninjured females. For F2 phenotypic characterization, dose–response treatment (vehicle, 8% CCl_4_ and 50% CCl_4_) was performed. F2 animals were sacrificed, and samples were collected 24 h after the final treatment (vehicle or CCl_4_). In this design, and as in the Zeybel et al. study, four distinct cohorts of ancestral liver injury are available: cohort A with no ancestral exposure to CCl_4_-induced liver injury, cohort B with parental F1 injury, cohort C with grand-parental F0 injury and cohort D with both parental F1 and grand-parental F0 injury (Fig. 1a).

**Fig. 1:**
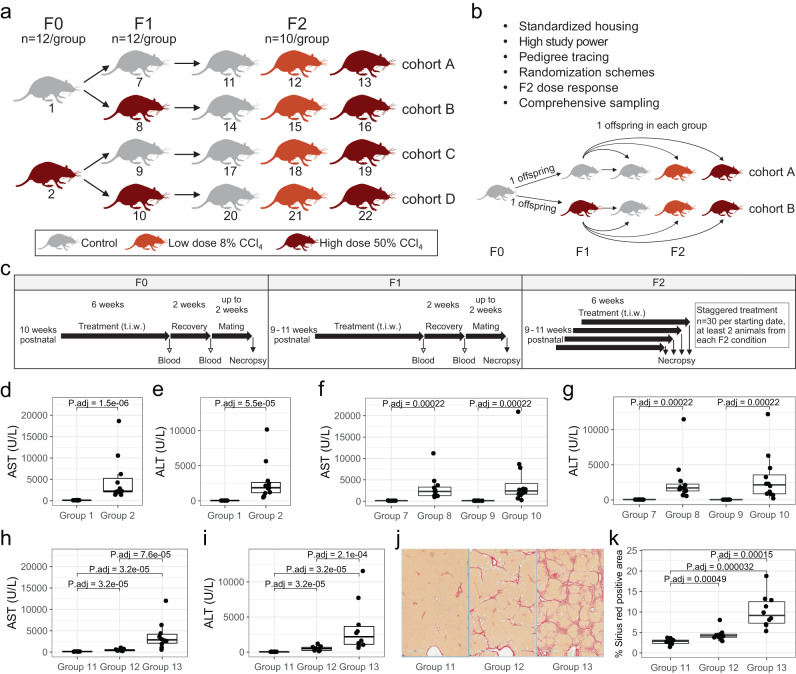
Enhanced study for evaluating ancestral influence of CCl_4_-induced liver injury. **a** Multigenerational Sprague Dawley male rats CCl_4_ study scheme. The group numbers (1–22 from F0 to F2) and number (*n*) of animals per generation/dose group across cohorts A, B, C and D are indicated. **b** List of study design elements addressing potential confounding effects accounted for in this study and schematic overview of the F0–F2 pedigree tracing (detailed in Supplementary Methods). **c** Illustrative F0, F1 and F2 in life study scheme. The animal age at treatment start, the length of treatment, of recovery, and of mating periods, as well as blood or necropsy timepoints are indicated. t.i.w: three times weekly treatment. **d**, **e** Box plots showing serum biochemistry-based AST and ALT levels (U/L, units per liter) 24 h after last dose for each F0 animal groups 1 (*n* = 12) and 2 (*n* = 11). Additional timepoints and biochemistry markers data in Supplementary Fig. 1a. **f**, **g** Box plots showing AST and ALT levels for F1 groups 7–10 (*n* = 12) 24 h after last dose. Additional timepoints and biochemistry markers data in Supplementary Fig. 1b. **h**, **i** AST and ALT levels in ancestrally naive cohort A F2 animals (groups 11–13, *n* = 10). The values for all measured biochemistry markers are available in Supplementary Data 3, extended clinical observations and (clinical) pathology information is provided in Supplementary Data 1. **j** Representative images of Sirius Red (collagen deposition) stained livers 24 h after last dose from one animal of each ancestral naive cohort A groups 11–13 (scale bar 500 µm). **k** Quantification of Sirius Red positive area in percent of total area (*y*-axis) for each cohort A F2 animal group (*n* = 10). Two-sided Wilcoxon rank sum test was used for indicated pairwise comparisons, the individual *p* values are shown. For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the 1.5 × inter-quartile range. Black points represent individual animal values of one sample per animal. Source data are provided as a Source Data file.

Multiple potential confounding effects (experimental and/or biological) may contribute to the phenotypic variations and influence the outcome and interpretation of such complex and long-lasting multigeneration studies^17,21^. We thus designed and ran the study considering the following specific study features: 1. We ensured standardized housing and care conditions for all groups through the study. 2. The study was well powered with *n* = 12 animals in each F0 and F1 group (transmission) and *n* = 10 animals in F2 groups (phenotypic evaluation). 3. To manage possible inter-individual genetic variations effects, we ensured F0 and F1 pedigree representation for all F2 animals and provide full individual animal assignment data (schematized Fig. 1b, detailed in Supplementary Methods). 4. Three dose groups were also evaluated in each F2 cohort to enable phenotypic evaluation of baseline (vehicle) and dose–responsive effects (low-dose 8% CCl_4_ and high-dose 50% CCl_4_) 24 h after last dose. 5. Given the large number of F2 animals (4 ancestral cohorts and 3 treatment groups, *n* = 120 in total) and to avoid treatment or collection biases, we used a carefully designed staggering and randomization scheme for F2 dose–response treatment, collection, and evaluation. 6. We carefully monitored and sampled animals throughout the study to enable comprehensive phenotypic evaluation in all three generations (illustrated in Fig. 1c and detailed in “Methods” and Supplementary Methods).

### CCl_4_ treatment leads to expected and consistent liver injury across generations

To evaluate whether 6 weeks t.i.w. CCl_4_ oral gavage led to the expected and consistent liver fibrosis, we evaluated clinical signs, serum biochemistry and liver samples for histopathology across generational treatments. Clinical observations, body weight and food consumption were collected throughout the study indicating treatment-related signs of toxicity associated with administration of CCl_4_ as detailed in Supplementary Data 1. In F0 and F1, at high-dose (50%) CCl_4_ treatment, biochemistry analysis of serum sampled 24 h after last dose showed up to marked elevation of the serum liver enzymes aspartate aminotransferase (AST, Fig. 1d, f), alanine aminotransferase (ALT, Fig. 1e, g), alkaline phosphatase (ALP) activities, as well as an increase in total bilirubin (BILI, both direct and indirect) and a minimal increase in urea (UREA). Upon recovery in pre- and post-mating samples, serum liver enzyme activities returned towards control values (Supplementary Fig. 1).

F2 animals were evaluated 24 h after final treatment of vehicle, low-dose (8%) and high-dose (50%) CCl_4_ treatment. Focusing on ancestrally naive cohort A animals (groups 11, 12, 13), we found dose-dependent elevation in liver enzymes (AST, ALT, ALP) activities and increase in total bilirubin. Additionally, Sirius Red staining of FFPE liver sections revealed a dose-dependent increase in collagen deposition (Fig. 1h–k, Supplementary Fig. 3). Testicular toxicity had been reported as a consequence of oxidative stress (OS) state, following CCl_4_ exposure^22–24^ and could influence interpretation of our results with respect to existence of TEI. No gross testis abnormalities were detected upon necropsy of CCl_4_-treated animals 24 h after last dose. In addition, no significant changes in sperm count or testis weight were observed from the testes of F2 (Supplementary Fig. 2). In summary, CCl_4_ treatment leads to expected and consistent liver injury across generations and in the absence of detectable testis effects. This new study enables robust de novo evaluation of ancestral liver fibrosis influence of the hepatic wound healing response.

### Absence of microscopic or clinical pathology-based evidence for multigenerational adaptation of the hepatic wound healing response

Sirius Red staining of FFPE liver sections was used to evaluate deposition of fibrotic collagens (type I and III) in F2 animals. The primary aim of this evaluation was to investigate whether high-dose group animals with ancestral exposure (groups 16, 19 and 22) may show lower, ancestral exposure-dependent, amounts of fibrotic matrix as compared to ancestral naive animals (group 13) as reported^18^. With some inter-individual variability, we observed a comparable percentage of the total area stained with Sirius Red across groups 13, 16, 19, and 22, regardless of ancestral liver injury exposure (Fig. 2a, right panel, Fig. 2b). Likewise, we could not detect lower gene expression of hepatic collagen I (*Col1a1* and *Col1a2*) or other liver fibrosis-promoting genes such as *Lox*^25^ or *Timp1*^26^ in any of the dose groups evaluated (Fig. 2c).

**Fig. 2:**
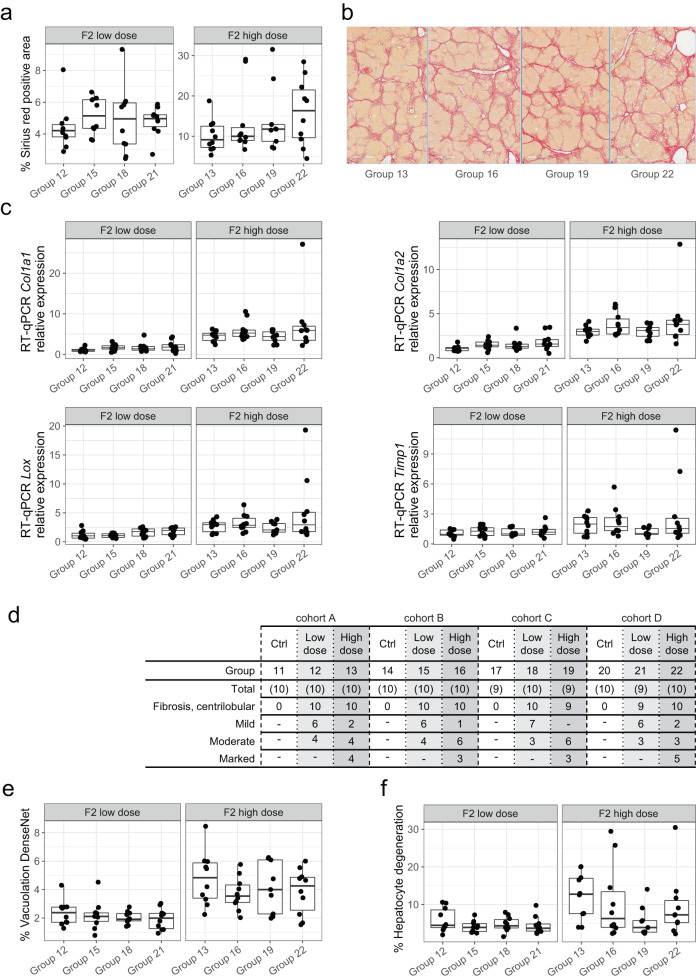
The presence of liver injury in male ancestors does not reduce liver fibrogenesis in F2 generation male offspring. **a** Quantification by HALO analysis of Sirius Red positive area in percent of total area (*y*-axis) for low-dose (left) and high-dose (right) treated F2 animals by animal groups from all ancestral liver injury cohorts (*x*-axis). Pairwise, two-sided Wilcoxon rank sum tests showed no significant differences (Holm’s method adjusted *p* value > 0.05) between animal groups of the same F2 dose group. **b** Representative images of Sirius Red stained livers 24 h after last dose from one animal of each high-dose treated group 13, 16, 19, 22 (scale bar 500 µm). **c** RT-qPCR-based relative mRNA expression levels (*y*-axis) of selected fibrogenic genes: Collagen Type I (*Col1a1* and *Col1a2*), Lysyl Oxidase (*Lox*) and TIMP Metallopeptidase Inhibitor 1 (*Timp1*). Relative expression was calculated by ΔΔCT with *Hprt1* as control gene and normalized to mean of cohort A low-dose group 12. Data for each gene is shown by animal group (*x*-axis) and split into F2 low-dose and high-dose groups. A Kruskal–Wallis rank sum test performed per dose group indicated no significant difference among the animal groups within each dose group (*p* value > 0.05). **d** H&E based histopathological grading of periportal fibrosis in control, low- and high-dose animals from all animal groups (row “Group”) across ancestral cohorts. The number of animals evaluated in each group (row “Total”), of animals showing centrilobular fibrosis, and the histopathology grade subset are indicated (“-”: no finding). Quantitative computational image evaluation (DenseNet, see “Methods”) of percentage of vacuolation (**e**) and of hepatocyte degeneration (**f**) in total area (*y*-axis). Data is presented by animal groups for low- and high-dose treated F2 animals. In all panels containing box plots, statistics are based on *n* = 10 animals for each group, except for group 19 where *n* = 9. Kruskal–Wallis rank sum test performed on each dose group indicated no significant difference among the animal groups within each dose group (*p* value > 0.1). For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the 1.5 × inter-quartile range. Black points represent individual animal values of one sample per animal. Source data are provided as a Source Data file.

We hypothesized that discrete multigenerational effects might be overshadowed by the strong fibrotic response in the high-dose treatment groups. As part of our study design, we included vehicle and low-dose treatment in F2 to evaluate potential effects in conditions of low to no fibrogenic response. Looking at animals within each cohort A–D, Sirius Red evaluation of vehicle and low-dose treatment groups showed the expected dose-responsive increase in Sirius Red positive area (Supplementary Fig. 3a). However, across cohorts there was no evidence for ancestral effects (Fig. 2a).

To ensure thorough evaluation of potential liver adaptation effects, we additionally evaluated H&E-stained liver slices for standard histopathology evaluation. Histopathology findings included centrilobular fibrosis, hepatocyte vacuolation, hepatocellular degeneration/necrosis, hepatocellular regenerative hyperplasia, hepatocyte karyomegaly, hepatocyte altered cellular foci, biliary hyperplasia, and pigment deposits. High-dose (50%) CCl_4_ treated groups 13, 16, 19, and 22 showed a combination of severe liver changes (degenerative, fibrotic and hyperplastic), affecting all animals in a relatively similar manner regardless of ancestral F0 or F1 liver injury (Fig. 2d). Only for hepatocyte degeneration/necrosis, rats from group 13 appeared to be slightly more affected than the remaining CCl_4_-treated groups, in terms of severity (Supplementary Data 1). Low-dose CCl_4_ treated groups 12, 15, 18 and 21 on the other hand showed mild liver changes (degenerative and fibrotic), affecting in similar manner all animals, regardless of the ancestral CCl_4_ exposure. Quantitative computational image analysis (see “Methods”) was further applied to quantify areas of liver vacuolation and hepatocyte degeneration. No ancestral exposure effects were observed for liver vacuolation at either low or high-dose CCl_4_ treatment (Fig. 2e). Coherent with histopathological microscopic evaluation, rats from high-dose group 13 displayed slightly increased levels of hepatocyte degeneration (Fig. 2f). In this evaluation, no significant (p.adj > 0.05) ancestral effect was observed in low-dose animals.

To further confirm the histological fibrosis and orthogonally evaluate potential cross-generational effects, we next assessed alpha-smooth muscle actin (αSMA), a marker of myofibroblasts, which are important drivers of liver fibrosis. Anti-αSMA IHC staining of FFPE liver sections revealed a dose-dependent increase in myofibroblasts in all generational cohorts (Fig. 3a, c). No apparent ancestral exposure effects were observed in either dose group as illustrated in Fig. 3b and quantified in Fig. 3c. Likewise, the expression of the αSMA encoding gene *Acta2* while influenced by treatment did not further detect ancestral influence for this fibrotic marker (Fig. 3d). Finally, in all groups, CCl_4_ treatment-related changes were dose-related and included marked increase in AST, ALT and ALP activities. No clear cross-generation related changes were seen in any evaluated clinical pathology parameter (Fig. 3e, f, Supplementary Fig. 3b). In summary, based on quantitative pathology and multi-parametric evaluation of key hepatic wound healing response features, no clear influence on ancestral liver fibrosis injury was detected in this independent multigenerational study evaluation.

**Fig. 3:**
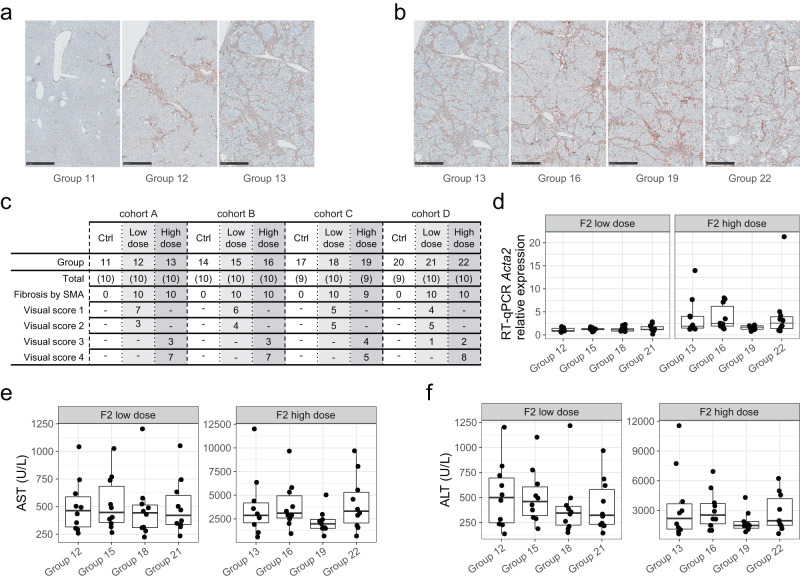
Unaltered hepatic injury and myofibroblast activation in F2 animals with ancestral liver injury. **a**–**c** anti-αSMA based IHC evaluation of hepatic myofibroblasts based on representative images of anti-αSMA-stained livers 24 h after last dose. **a** One representative image for each of the cohort A groups 11–13 (scale bar 500 µm). **b** One representative image for each high-dose group (13, 16, 19, 22) from all four ancestral cohorts (scale bar 500 µm). **c** Summary of the αSMA enrichment grade after visual quantification for all animal groups (row “Group”) across ancestral cohorts. Row ‘Total’: number of animals evaluated in each group; Row ‘Fibrosis by SMA’: number of animals showing fibrosis based on anti-αSMA staining. Rows ‘visual score’: Subset according to visual grade 1 to 4 (“-”: no findings). **d** RT-qPCR based relative mRNA expression evaluation of αSMA encoding gene *Acta2* from all F2 low-dose and high-dose treated samples by indicated animal group. Relative expression (*y*-axis) was calculated by ΔΔCT with *Hprt1* as control gene and normalized to mean of cohort A low-dose group 12. **e**, **f** Serum biochemistry-based evaluation of AST and ALT levels (*y-*axis, U/L, units per liter) are shown for F2 animals by animal group (*x*-axis). For better and direct cross-treatment and pathology readout comparability, the data from individual dose groups (left: low-dose 8% and right: high-dose 50% CCl_4_) are shown with scaled *y*-axis. For all box plots, statistics are based on *n* = 10 animals for each group, except for group 19, where *n* = 9. Kruskal–Wallis rank sum test performed on each dose group indicated no significant difference among the animal groups within each dose group (*p* value > 0.1). For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the 1.5 × inter-quartile range. Black points represent individual animal values of one sample per animal. Source data are provided as a Source Data file.

### CCl_4_ treatment leads to extensive and dose-responsive changes in gene expression in F2 rat livers

Genome-wide transcriptomic and proteomic analysis of CCl_4_ treated rat liver samples have highlighted vast changes in gene and protein expression underlying liver lesions and fibrosis, pointing to multiple biological processes and molecular pathways responding to chronic CCl_4_ treatment^20^. Thus, genome-wide, quantitative, and unbiased approaches, such as RNA sequencing (RNAseq), may provide additional molecular pathology information to explore potential multigenerational effects in more depth. 

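Liver RNA of 83 F2 males was sequenced from stranded mRNA libraries. There were 7 males in each group and 6 in group 17, where a moribund male was left out. Groups 11, 14, 17 and 20 had received olive oil alone (vehicle), groups 12, 15, 18 and 21 CCl4 at 8% in olive oil (low dose) and groups 13, 16, 19 and 22 CCl4 at 50% (high dose), at 0.5 mL/kg and 3 doses per week. Cohort A (groups 11 to 13) had no treated ancestor, cohort B (14 to 16) a treated F1 sire, cohort C (17 to 19) a treated F0 sire and cohort D (20 to 22) both. The tissues were taken on 4 necropsy dates, with each of the 34 litters on a single date. The authors estimated the number of reads from each transcript with Salmon and summed the estimates over the transcripts of each gene. The deposited values are these estimated counts, rounded to whole numbers and not normalized, for 31998 Ensembl gene identifiers. A library held between 31638559 and 51343589 counts, and the group medians lay between 33526590 in group 20 and 40864673 in group 15. A count of 0 in a library allows up to 3 counts, and this limit covers counting error only. Counts were normalized with edgeR's TMM method, and the genes with a summed count over 10 in at least 1 group were tested with edgeR's quasi-likelihood F test in a fit of the 12 group means, with Benjamini-Hochberg adjustment. In simulated counts for 7 animals against 7, in which 200 of these genes were changed by 2 on the log2 scale, the test recovered all 200 and called 12 others. This simulated fit held only the 2 groups, and its males varied independently, with a spread set by the mean count alone. The files give no gene symbols. Supplementary Data 2 of the paper pairs 1488 of the tested genes (7.83%) with a symbol, and the genes that the paper uses as fibrosis markers are not among them.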

We thus investigated the F2 liver samples for gene expression changes using RNAseq, randomly selecting 7 out of 10 animals from each cohort (A to D) and treatment group (11–22) for profiling.

First, we evaluated dose–response related transcriptional effects to ensure we recapitulated reported CCl_4_ treatment associated gene expression changes. 

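Between the low-dose and the vehicle males of cohort A (7 against 7), 704 of the tested genes had an adjusted p under 0.1 and an absolute log2 fold change over 1. Expression was higher at the low dose for 668 of them (94.9%) and lower for 36. Among the 377 of these genes with a mean normalized count over 50, the counts of the 2 groups did not overlap for 199. Chance gives this for 0.0583% of genes not chosen by their difference. These genes were chosen by it, so the number describes the size of the changes and does not test them. The alternative that moved the number most was an adjusted p under 0.05, which left 557 genes. With the litter as a block, which also takes up the necropsy date, the number was 744. ENSRNOG00000009528.4 had 162 ± 138 normalized counts (SD, n = 7) at the low dose and at most 1 count in any vehicle male, at least 44.3-fold higher. ENSRNOG00000005954.3 rose at least 52.8-fold, from the same limit to 192 ± 136 normalized counts (SD, n = 7).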

The analysis is exemplified in the following paragraph based on ancestrally naive cohort A. In the low-dose group 12 vs control group 11 comparison, 708 genes were differentially expressed (FDR < 0.1 and absolute log2 fold-change > 1) with predominately increased expression (93% of the differentially expressed genes, Fig. 4a left panel). In the high-dose vs control comparison, 3965 genes were found differentially expressed (FDR < 0.1 and absolute log2 fold-change > 1, Fig. 4a right panel) again leaning towards upregulated gene expression (71% of the differentially expressed genes). 

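In the deposited counts, 4125 genes passed the same thresholds between the high-dose and the vehicle males of cohort A, of which 2926 (70.9%) were higher and 1199 lower at the high dose. The counts of the 2 groups did not overlap for 1552 of the 2071 genes among them with a mean normalized count over 50. A filter that kept genes with a mean count over 10 in at least 1 group gave 3516 genes, and the litter as a block gave 4200. A2m was listed at 0 in all 7 high-dose males and at 956 ± 460 normalized counts (SD, n = 7) in the vehicle males, at least 414-fold lower. The value for A2m is uncertain, because reads of A2m can be shared with related genes and the authors' estimation could have placed them on another gene.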

Gene ontology (GO) over-representation analysis on the differentially expressed genes for each comparison separately, showed enrichment for genes related to extra-cellular matrix organization, chemotaxis, and wound healing for both, low-dose and high-dose contrasts (Fig. 4b). Differentially expressed genes in the low-dose group showed enrichment for genes related to cell division and tissue regeneration, while differentially expressed genes in the high-dose group showed enrichment for metabolic processes, related to fatty acids, steroids and chemicals. Focusing on known fibrosis markers and on dose–response effects, we found the expected increase in *Col1a1*, *Acta2*, and *Tgfb1* gene expression, and the expected decrease in *Pparg* gene expression (Fig. 4c).

**Fig. 4:**
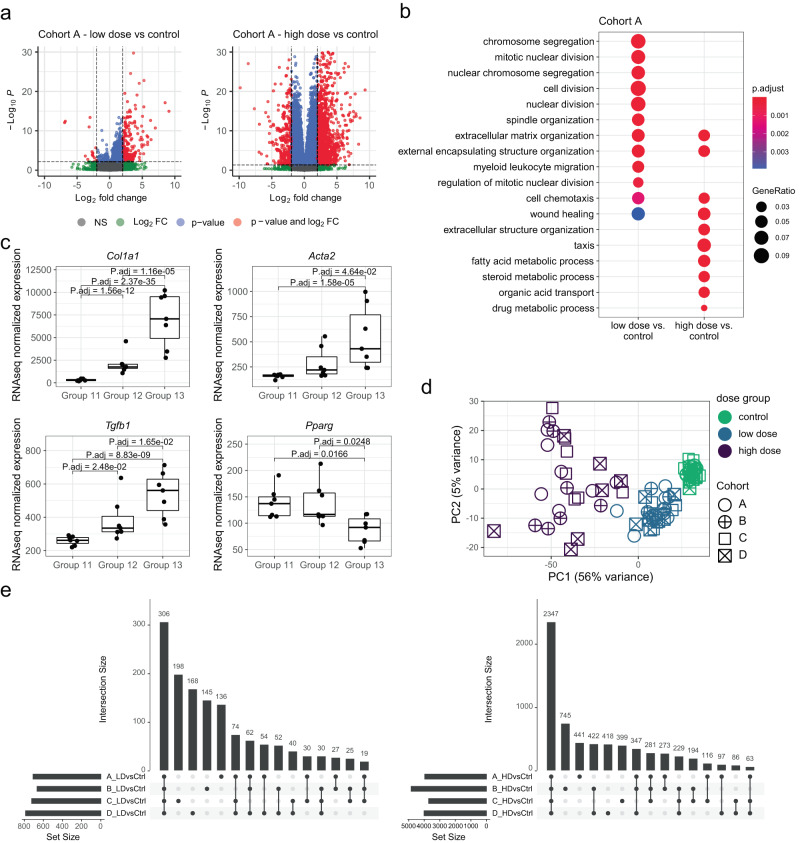
CCl_4_ treatment leads to extensive and dose-responsive transcriptional changes in rat liver. **a**–**c** RNAseq analysis result illustration for cohort A. Cross-cohorts analyses are available in Supplementary Fig. 4. **a** Volcano plots illustrating differential expression analysis statistics based on DESeq2 analysis (detailed in “Methods”) for low-dose (left) and high-dose (right) treatment vs control. For each gene, a point indicates the estimated log2 fold-change (treatment over control group; *x*-axis) and the associated negative log10 *p* value (*y*-axis). Genes are colored based on categorization upon reaching the cutoffs adjusted *p* value < 0.1 and/or absolute log2 fold-change (Log2 FC) > 1. **b** Comparison of one-sided GO-term over-representation test results (see “Methods”) between the two dose contrasts. The dots size (GeneRatio) illustrates the ratio between the number of differentially expressed genes (contrast indicated on *x*-axis) and the number of GO-term-annotated genes. The color scale indicates the FDR (p.adjust) resulting from the overrepresentation test. **c** Visualization of gene expression (*y*-axis, DESeq2 size-factor normalized RNAseq counts) for each animal (points) by treatment group (*x*-axis, *n* = 7 animals per group) of selected liver fibrosis marker genes *Col1A1*, *Acta2*, *Tgfb1*, and *Pparg*. Adjusted *p* value from DESeq2 analysis are indicated for selected comparisons. For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the 1.5 × inter-quartile range. Black points represent individual animal values of one sample per animal. **d** Illustration of sample location on Principal Component 1 (PC1, *x*-axis) and PC2 (*y*-axis) resulting from a PCA based on the top 3000 most variable genes. For each sample (point), shape and color indicate the animal’s cohort (A–D) and the F2 dose group, respectively. **e** Illustration of overlaps in differentially expressed genes between cohorts A–D for control vs low-dose (LD, left) and vs high-dose (HD, right) contrasts. The horizontal bar plot indicates the total number of differentially expressed genes (Set size, *x*-axis) for each contrast. Sets/cohorts included in individual comparisons are indicated as black points connected by lines in the lower panel, while the number of genes in the intersection of the included sets/cohorts is indicated in the bar plot above (Intersection Size). Source data are provided as a Source Data file.

To evaluate similarity in gene expression profiles globally, we explored all F2 liver samples in a Principal Component Analysis (PCA) based on the top 3000 most variable genes across all samples. The main principal component PC1 represents 56% of the variation among the gene expression profiles, dominating over the remaining PCs (each explaining ≤ 5% of variation). 

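Principal components were computed from counts on the variance-stabilized scale of DESeq2, for the 3000 most variable genes over the 83 liver samples. PC1 held 53.7% of the variance (jackknife standard error 3.3), PC2 5.64%, PC3 4.54% and PC4 2.57%. With log2 CPM in place of the variance-stabilized scale, the share of PC1 was 40.0%.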

PC1 captures the dose-dependent treatment effect, separating the samples independent of ancestral background (Fig. 4d). Additionally, we repeated the differential gene expression analysis described above also for cohorts B, C and D, applying the same FDR and absolute log2 fold-change for each comparison (Supplementary Fig. 4a–h). 

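The dose accounted for 88.4% of the variance of the PC1 scores, and the necropsy date for 0.889%. The 21 males of cohort A had a mean PC1 score of 0.563 ± 34.5 (SD) and the 62 males of cohorts B to D -0.191 ± 33.3 (SD), a difference that was not larger than that of permuted cohort labels (two-sided permutation test, p = 0.930, 0.968 after Benjamini-Hochberg adjustment over 4 components). Within the 4 necropsy dates the difference was 2.26, 2.43, -5.62 and 0.607. The dose makes up most of the spread of PC1, so this permutation test could miss a cohort difference that is small beside the dose effect.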

Comparison of the selected differentially expressed genes showed general overlap in molecular changes (Fig. 4e) and of enriched GO-terms across cohort A–D treatment groups (Supplementary Fig. 4i), including biological functions related to extra-cellular matrix, cellular proliferation (e.g., cell division, nuclear division), and inflammation (e.g. leukocyte chemotaxis, cytokine production and T-cell activation). Thus, no gross differences in liver injury and associated proliferative or inflammatory response were detected. 

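The low dose changed 694 genes in cohort B, 848 in cohort C and 807 in cohort D at the same thresholds, and the high dose 5012, 4116 and 4303. At the low dose 300 genes were changed in the same direction in all 4 cohorts (295 higher, 5 lower), and independent calls of these sizes would give 0.0315. These were 19.5% of the 1541 genes called in any cohort. At the high dose 2328 genes were shared (1822 higher, 506 lower) against 13.2 for independent calls, 32.6% of the 7143 called in any cohort. The direction was opposite between cohorts for 20 genes at the low dose and for 68 at the high dose. A gene called in 1 cohort and not in another is not thereby shown to respond differently, so the difference between each cohort and cohort A was tested as an interaction in the same fit. At an adjusted p under 0.1, 0 genes differed from cohort A at either dose. The numbers at an unadjusted p under 0.05 were 448, 800 and 619 for cohorts B, C and D at the low dose and 1184, 878 and 1567 at the high dose. DESeq2's Wald test, without or with length offsets, moved the interaction counts most, to between 6 and 25 genes per comparison. The low-dose count of cohort C was 438 when only its 2 groups were in the fit. From the shared genes and terms the paper concludes that it detected no gross differences in injury and in the proliferative or inflammatory response.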

Taken together, these results show that CCl_4_ treatment leads to expected, consistent and dose-responsive liver transcriptional perturbations in F2 animals and across ancestral cohorts A–D.

### Transcriptional analyses identify genes whose expression correlates with ancestral liver damage

We next evaluated whether ancestral liver injury may influence gene expression patterns within each treatment group. We first explored each treatment group across cohorts A–D in a separate PCA (Fig. 5a–c). 

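Within each dose, the components were computed from the 1000 most variable genes. PC1 held 16.3% of the variance among the 27 vehicle males (jackknife standard error 6.0), 9.50% among the 28 low-dose males (0.82) and 33.5% among the 28 high-dose males (4.2). Among the vehicle males, a male of group 17 scored -41.6 on PC1 and the others -12.2 to 14.3, so 1 library weighs heavily in the 16.3%. With all tested genes the shares were 26.3%, 14.1% and 26.6%.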

As expected, we found that variation in gene expression profiles captured by each PC is relatively low (e.g., 12%, 10%, and 35% for PC1 on control, low-dose, and high-dose samples, respectively). However, for F2 control groups, PC2 showed a separation of group 11 from all samples with ancestral injury (14, 17, and 20) (Fig. 5a). 

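Among the vehicle males, the mean PC2 score was -9.62 ± 5.2 (SD, n = 7) in group 11 and 3.37 ± 5.51 (SD, n = 20) in groups 14, 17 and 20 together (two-sided exact permutation test, p = 3.38e-05, 0.000135 after Benjamini-Hochberg adjustment over PC1 to PC4). PC2 held 9.34% of the variance. Of the pairs of a group 11 male and another male, 96.4% lay in the same order, so the 2 sets overlapped. Within necropsy dates 1 to 4 the difference was -9.20, -16.3, -11.4 and -14.2. On PC1 the difference was smaller than the spread (exact permutation test, p = 0.904), and the necropsy date accounted for 39.3% of the variance of PC1. With log2 CPM, no component among PC1 to PC4 separated group 11 after adjustment, and the smallest adjusted p was 0.0652. Over the 4 alternatives the smallest adjusted p of a component lay between 0.000108 and 0.0652.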

We observed a similar effect in the PCA with the low-dose groups, where PC1 separates group 12 from the remaining groups (Fig. 5b). 

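Among the low-dose males, the mean PC1 score was 4.46 ± 7.93 (SD, n = 7) in group 12 and -1.49 ± 7.14 (SD, n = 21) in groups 15, 18 and 21 (two-sided exact permutation test, p = 0.0736, 0.162 after adjustment). The difference had the same sign within each necropsy date, from 2.76 to 11.6. Of the pairs of a group 12 male and another male, 73.5% lay in the same order. None of PC1 to PC4 separated group 12 after adjustment, with unadjusted exact permutation p of 0.122, 0.234 and 0.114 for PC2 to PC4.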

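Among the high-dose males, the scores of group 13 did not differ from those of groups 16, 19 and 22 on PC1 (two-sided exact permutation test, p = 0.722) or on PC2 (exact p = 0.997). PC4, with 5.39% of the variance, had a mean score of -5.83 ± 5.07 (SD, n = 7) in group 13 and 1.94 ± 6.82 (SD, n = 21) in the other groups (exact permutation test, p = 0.0103, adjusted p = 0.0412). Its sign was the same within the 4 necropsy dates, from -17.8 to -2.94. The adjusted p was 0.0537 with the 500 most variable genes and lay between 0.00479 and 0.0185 with all tested genes and with length offsets, and log2 CPM left no component past 0.05.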

No obvious separation on the first two PCs was observed in the high-dose groups (Fig. 5c), possibly due to the dominance of the fibrosis phenotype (Fig. 4).

**Fig. 5:**
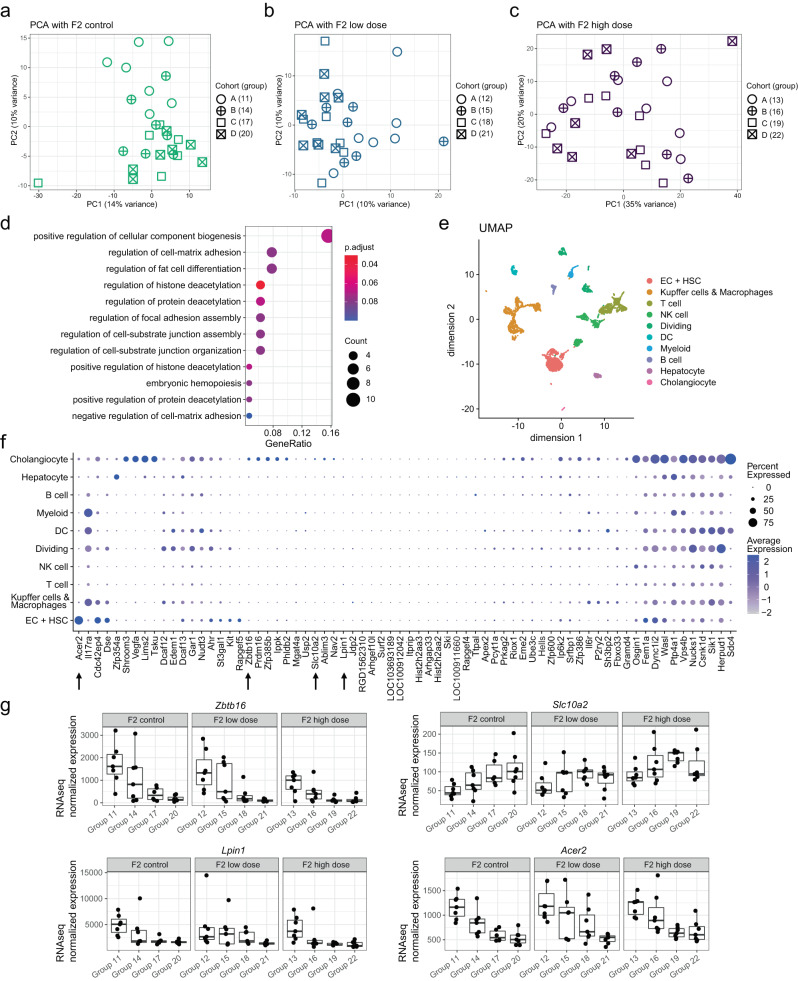
Identification of a transgenerational transcriptional signature of ancestral liver injury in F2 generation male offspring. **a**–**c** Illustration of sample location on Principal Component 1 (PC1, *x*-axis) and PC2 (*y*-axis) resulting from three separate PCA based on F2 treatment conditions: control (**a**, green), low-dose (**b**, blue) and high-dose (**c**, purple). The PCA is based on top 1000 most variable genes. **d**, Illustration of the one-sided GO-term over-representation test results (see “Methods”) based on the 69 genes signature (F0 + F1 cumulative effects). The *x*-axis indicates the fraction of GO-term-annotated genes that overlap with the gene set. For each over-represented GO-term, the dots size (Count) indicates the number of genes from the gene set that overlap with the GO-term-annotated genes. The color scale indicates the FDR (p.adjust) resulting from the over-representation test. **e**, Projection of the male rat liver scRNAseq data onto two dimensions using UMAP^36^. Each cell is indicated as a point colored by its cluster annotation. Clusters were manually mapped to cell types based on expression of marker genes (see “Methods”) **f** Representation of the average expression (color intensity) and percent of cells (point size) expressing the 69 genes (*x*-axis) per scRNAseq-derived cell type/cluster (*y*-axis). **g** For exemplary genes (*Zbtb16, Lpin1, Acer2, Slc10a2* arrowed in **f**), visualization of gene expression (*y*-axis, size-factor normalized RNAseq counts) for each sample (points) by treatment group across cohorts A–D. For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the 1.5 × inter-quartile range. Black points represent individual animal values of one sample per animal. Source data are provided as a Source Data file.

To identify specific genes whose expression pattern correlates with ancestral liver injury, we next modeled the transcriptional gene expression response based on F0, F1 and F2 treatment status of each animal and their ancestors (see “Methods”). We first differentiated the effect of treatment in the F0 generation (FDR < 0.1) of at least moderately expressed genes (estimated base mean expression > 50). This resulted in 1523 genes correlated with F0 treatment history (Supplementary Data 2). 

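The F0 effect was estimated over all 83 liver samples in a fit with F0 treatment, F1 treatment and F2 dose as terms. Each male counted as a separate observation, although the males came from 17 F0 sires and 34 litters. At an adjusted p under 0.1 and a mean normalized count over 50, 1392 genes had an F0 effect, 736 of them higher and 656 lower with F0 treatment. The median absolute log2 fold change of these genes was 0.225, and it was under 0.5 for 1290 (92.7%) and over 1 for 14. The sign of the cohort difference was the same in all 6 combinations of F1 treatment and dose for 875 of them (62.9%). A2m, whose count is uncertain, rose by 1.31 (standard error 0.469, adjusted p = 0.0819). At the high dose it was listed above 0 only in 1 male of group 19 (772 normalized counts) and 1 of group 22 (165). Its rise at that dose therefore rests on single libraries. ENSRNOG00000025764.5 rose by 1.45 (standard error 0.273, adjusted p = 0.000271). In simulated counts with 200 genes changed by 0.5 on the log2 scale, this fit recovered 187 and called 14 others. With changes of 0.25, nearer to the median here, it recovered 67 and called 7 others. The simulated males varied independently, without deviations shared by a litter or a date. The number of other calls may therefore be too low for the real samples. The setting that moved the number most was the vehicle males alone, with 153 genes. With the necropsy date as a block 1388 genes passed, 1339 of them among the 1392, and without date 4 the number was 608. With the F0 sire as the unit 826 genes passed, 771 of them among the 1392. The paper gives 1523 genes, of which 1522 were read from its list in Supplementary Data 2. Of these 1522, 1271 were among the 1392. DESeq2 with length offsets gave 1523 genes.

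**Figure D1:**
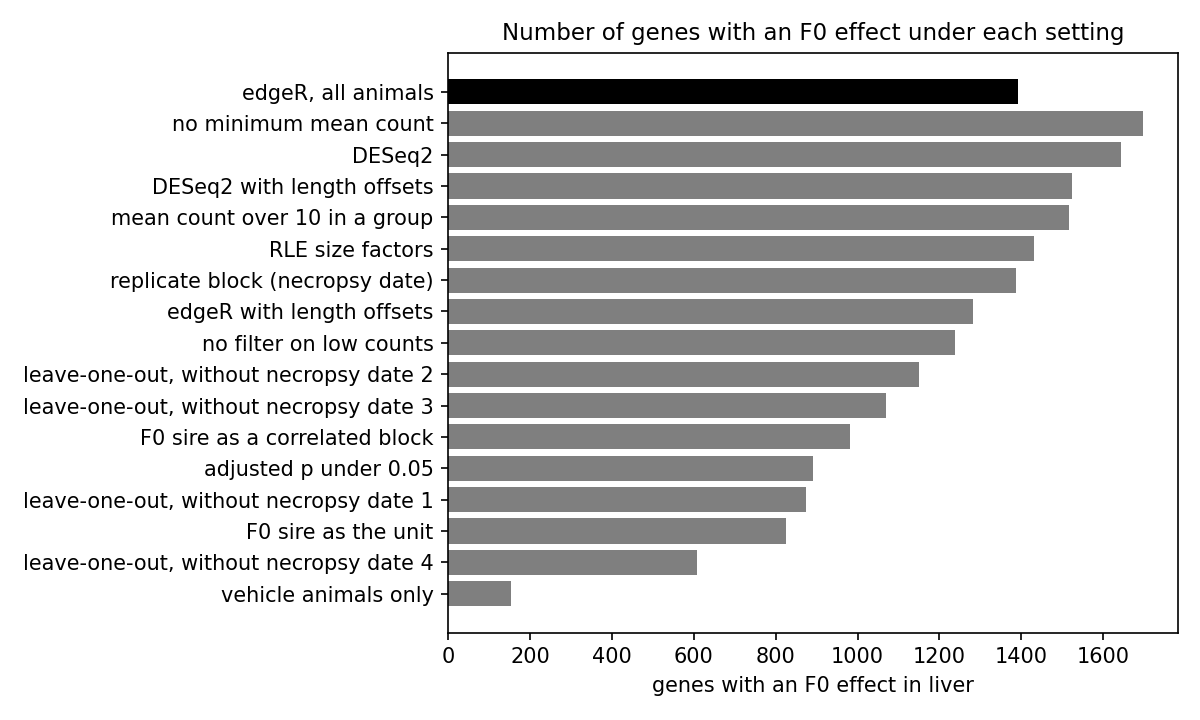
Number of genes with an F0 effect in liver (adjusted p under 0.1 and mean normalized count over 50 unless the setting changes this) with edgeR and all animals (black bar) and under each alternative (grey bars). The number was 1392 with all animals, 153 with the vehicle males alone and 1697 without a minimum on the mean count.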

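Of the genes of ribosome biogenesis that have a symbol in Supplementary Data 2, all 27 were lower with F0 treatment, by -0.37 to -0.10 on the log2 scale (median -0.20), and 25 had an adjusted p under 0.1 over all genes tested. The number was 27 when adjusted over the list alone. Dnmt3b was higher by 0.24 (standard error 0.069, adjusted p = 0.0227) and Tet3 by 0.38 (standard error 0.077, adjusted p = 0.000580), while Tet2 did not pass the threshold (0.18, standard error 0.069, adjusted p = 0.117). All 3 passed when adjusted over the list alone. Of 8 histone demethylases 6 were higher and 2 lower, and 6 passed over all genes and 7 when adjusted over the list alone. Kdm6b had the largest rise (0.32, standard error 0.077, adjusted p = 0.00586) and Riox1 the largest fall (-0.40, standard error 0.066, adjusted p = 2.73e-05). No gene list changed its numbers of higher and lower members under the other normalizations and tools. Only genes in the paper's own lists carry a symbol, and these were chosen on the same samples, so these counts are not independent evidence for the lists as a whole.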

GO-term enrichment analysis and closer investigation of the underlying genes suggest a perturbation of genes related to ribosome function, chromatin modifications (including a broad range of histone demethylases and DNA methylation regulating genes such as *Dnmt3b* and *Tet* family genes), as well as tissue development and differentiation pathways (including Wnt/β-catenin, TGF-β and Notch1 signaling pathways) (Supplementary Fig. 5).

In the original Zeybel et al. paper, the reported adaptive effects on fibrogenesis were apparent in F1 and displayed cumulative F2 effects with successive F0 and F1 exposure. We thus expanded gene expression analysis to consider potentially additive F0 + F1 effects on modulating gene expression in F2. 

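The F1 effect in the same fit passed the thresholds for 9 genes (4 higher, 5 lower), and 1966 had an unadjusted p under 0.05. Of the 1392 genes with an F0 effect, 1251 (89.9%) had an F1 effect of the same sign. Among the 12206 tested genes with a mean normalized count over 50, the share with F0 and F1 effects of the same sign was 61.5%. The design gives the F0 and F1 estimates a correlation of -0.012 if the males vary independently. A shift shared by the males of cohort A or of cohort D would move both estimates in the same direction. The 89.9% is therefore not independent evidence of an F1 effect.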

We focused on genes showing the same log2 fold-change direction for the estimated F1 treatment effect, resulting in 1304 genes with additive F0 and F1 treatment effects. 

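Between the vehicle groups, 1050 genes differed between cohorts A and D at an adjusted p under 0.1 (70.3% higher in cohort D), 52 between cohorts A and C (71.2% higher in cohort C) and 2 between cohorts A and B, where 1452 had an unadjusted p under 0.05. With length offsets 572 genes differed between cohorts A and D and 10 between cohorts A and C, 50.0% of them higher in cohort C. In the fit without other groups, 0 genes differed between cohorts A and C. An F0 effect, an F1 effect of the same sign, an adjusted p under 0.1 in group 20 against 11 and one under 0.2 in group 17 against 11 were met together by 137 genes, 68 higher and 69 lower. Both contrasts share group 11, so its values enter both. Of the 69 genes in the paper's list, 63 were among the 137. With length offsets edgeR gave 69 genes. Without necropsy date 1 the number was 4 and without date 4 it was 5, and with the date as a block it was 110. The paper assumes that cumulative effects should be clearest in cohort D and weaker in cohort C. On this basis it narrows the genes with F0 and F1 effects of the same direction to a set for closer analysis.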

We further assumed cumulative transcriptional effects should be most apparent when comparing the control groups of cohort A vs D, and to a lesser extend of cohort A vs C (as underlined by the observations based on the PCA in Fig. 5a), narrowing down the selection to 69 genes that show FDR < 0.1 in the group 11 vs group 20 contrast and FDR < 0.2 in the group 11 vs group 17 contrast (Supplementary Data 2). While all generational effects may not be cumulative^27^, this analysis complements and restricts the gene signature for more in-depth analyses and experimental validation.

We next investigated the selected 69 genes for functional enrichment and cell-type specificity. GO-term over-representation analysis identified weak enrichment for genes associated with protein deacetylation, cell-substrate junction, cell-matrix and focal adhesion, hemopoiesis, as well as regulation of fat cell differentiation (Fig. 5d). Interestingly, among the 69 genes, we find a subset of genes, such as *Ahr, Il17ra*, *Vegfa* or *Ski*, that are reported to play a role in hepatic stellate cells (HSCs) activation and regulation of liver fibrogenesis^28–32^. 

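With F0 treatment, Ahr was lower in liver by -0.50 on the log2 scale (standard error 0.102, adjusted p = 0.000658), and Il17ra was higher by 0.22 (standard error 0.035, adjusted p = 3.41e-05), Vegfa by 0.39 (standard error 0.062, adjusted p = 1.85e-05) and Ski by 0.37 (standard error 0.070, adjusted p = 0.000253). All 4 passed both over all genes and adjusted over the list alone, a list that the study drew from these samples. Within necropsy dates 1 to 4 the difference in Ahr was 0.04, -0.86, -0.16 and -0.66, so it did not hold on date 1. Il17ra differed by 0.16 to 0.27, Vegfa by 0.33 to 0.42 and Ski by 0.24 to 0.39 within the dates.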

Consistent with the enrichment for genes involved in chromatin regulation among the 1523 genes correlated with F0 treatment history, we find *Hells* (also known as *Lsh* or *Smarca6*), a member of the SNF2 DNA helicase family and important cell proliferation regulator involved in chromatin modifications and structuration^33–35^ among the upregulated genes (Supplementary Fig. 6a). On the other hand, consistent with the RT-qPCR evaluation of various fibrogenic genes (Fig. 2c), we did not detect any ancestral influence on the F2 RNAseq based expression of classical fibrosis markers such as *Col1a1*, *Acta2*, and *Tgfb1* or *Pparg* expression (Supplementary Fig. 6b).

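Hells was higher with F0 treatment by 0.42 on the log2 scale (standard error 0.095, adjusted p = 0.00290), with a mean of 676 normalized counts. The difference was 0.54, 0.44, 0.14 and 0.35 within necropsy dates 1 to 4. In the vehicle males alone it was 0.33 with an adjusted p of 0.335, outside the threshold, and the adjusted p lay between 0.000107 and 0.335 over the 10 alternatives.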

Next, we evaluated the cellular context of the 69 selected genes mapping their expression to single-cell level using publicly available rat liver single-cell RNA sequencing (scRNAseq) data^36^. The data set consisted of two pooled liver samples from three 5-month-old or two 27-month-old male naive rats fed *ad libitum*, amounting to 6045 single cells after sequencing and pre-processing. We clustered and annotated the cells based on their overall expression pattern and known marker genes (see “Methods”), resulting in 10 distinguishable cell types including immune cell types, Kupffer cells, macrophages, endothelial cells (EC), hepatic stellate cells (HSC), hepatocytes and cholangiocytes (Fig. 5e). We next plotted the average expression and percent of expressing cells in each cluster for all genes selected in our transgenerational study (Fig. 5f). Most genes show a cell-type specific pattern rather than ubiquitous expression. Distinct subsets of the selected genes fall onto endothelial cells and HSCs, cholangiocytes, or dendritic cells (DCs), Kupffer cells, macrophages, and dividing cells. Few of our selected genes are expressed specifically in hepatocytes, myeloid cells or lymphocytes, suggesting specificity of the selected genes to cell types involved in hepatic response to injury. Global GO-term enrichment from both F0 and F0 + F1 effects, single-cell level data distribution and individual gene assessment thus collectively support potential biological relevance of the ancestral liver damage-correlating F2 liver transcriptome changes.

The ability of an environmental factor to influence the transgenerational epigenetic programming of an organ’s transcriptome is precedented^37–41^ and investigations of different tissue transcriptomes in male and female F3 generation vinclozolin versus control lineage rats demonstrated that all tissues had transgenerational transcriptome effects^37^. We thus evaluated whether transgenerational molecular effects could take place in other tissues through profiling the kidney transcriptome from all four ancestral vehicle groups 11, 14, 17, 20, selecting the same subset of 7 animals evaluated for liver. 

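Kidney RNA was sequenced from 27 vehicle males, 7 each of groups 11, 14 and 20 and 6 of group 17, each with a liver library. The authors deposited estimated counts made as for liver. A library held between 21961746 and 35055218 counts, with group medians from 26509042 in group 17 to 31523819 in group 20. In this organ 18374 genes were tested, with F0 and F1 treatment as terms. In simulated counts with 200 genes changed by 0.5 on the log2 scale, edgeR's test recovered 165 with 17 other calls, and DESeq2's test recovered 172 with 48 other calls.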

In a PCA, the percent of variance in gene expression profiles captured by each PC is low (≤ 23%). 

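Over the 1000 most variable genes in kidney, PC1 held 21.2% of the variance, PC2 12.2%, PC3 9.15% (jackknife standard error 2.3) and PC4 4.49% (0.47). The mean PC3 score was -4.79 ± 3.84 (SD, n = 7) in group 11 and 1.68 ± 5.13 (SD, n = 20) in groups 14, 17 and 20 (two-sided exact permutation test, p = 0.00569, adjusted p = 0.0228 over 4 components), with 83.6% of the pairs of males in the same order. Within necropsy dates 1, 2 and 4 the difference was -6.81, -9.10 and -9.86, and on date 3, with 1 male of group 11, it was 5.73. Group 11 did not differ on PC4 (-0.835 ± 1.67 against 0.292 ± 4.42, SD, exact permutation test, p = 0.522). With log2 CPM PC1 held 12.0% and no component separated group 11.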

Excluding variance likely capturing effects resulting from sample processing (PC1 and PC2), we identify gene signatures in PC3 and PC4, albeit capturing only 10% and 5% of variance in the data, that separates group 11 (cohort A) animals (Supplementary Fig. 7). 

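In kidney, 2 genes had an F0 effect at an adjusted p under 0.1 and a mean normalized count over 50, and 1599 had an unadjusted p under 0.05. Both were lower with F0 treatment. Dcun1d2 changed by -0.25 on the log2 scale (standard error 0.042, adjusted p = 0.0323) and Krt80 by -0.32 (standard error 0.059, adjusted p = 0.0973). The F1 effect passed the thresholds for 0 genes, with 1225 at an unadjusted p under 0.05. DESeq2's Wald test moved the number of F0 genes most, to 73, and DESeq2 with length offsets gave 66. With the necropsy date as a block 7 genes passed, and without date 1, 2 or 4 the number was 0. Of the 66 genes in the paper's kidney list, all 66 changed in the direction the paper gives, with a largest unadjusted p of 0.0113 and a median adjusted p of 0.300.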

Next, we differentiated the effect of treatment in the F0 generation (FDR < 0.1) of at least moderately expressed genes (estimated base mean expression > 50) and identify 66 genes (Supplementary Data 2) whose expression is correlated with F0 history. 

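None of the kidney genes with an F0 effect had one in liver. Chance gives 0.116 shared genes among the 11347 genes with a mean normalized count over 50 in both organs. With so few kidney genes, an overlap of 0 decides nothing. With DESeq2 and length offsets in both organs 20 genes were shared, 16 of them in the same direction, against 7.02 expected by chance among 11348 genes (one-sided exact hypergeometric test, p = 7.2e-06). The same animals gave both organs, so the sets are not from independent animals. Of the 1375 liver F0 genes tested in kidney, 889 (64.7%) changed in the same direction there. Among all 11347 genes with a mean normalized count over 50 in both organs the share was 57.1%, and among the 1313 liver F0 genes of these it was 64.9%. The same males gave all these values, and the difference between the shares was not tested.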

Interestingly, 20 of those genes overlap with the F0 liver gene signature (*n* = 1523 gene set). 

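Zbtb16 had 755 ± 372 normalized counts in kidney in group 11 (SD, n = 7), 586 ± 530 in group 14 (SD, n = 7), 316 ± 385 in group 17 (SD, n = 6) and 72.4 ± 32.5 in group 20 (SD, n = 7). Group 20 differed from group 11 by -3.37 on the log2 scale and lay below it in every animal (two-sided exact permutation test, p = 0.000583, the smallest p that 7 males against 7 allow). Group 17 differed by -2.26 (exact permutation test, p = 0.0239) and group 14 by -0.95 (exact permutation test, p = 0.200). After Benjamini-Hochberg adjustment over 24 comparisons these were 0.00350, 0.0441 and 0.253. Single males were permuted, although group 17 held littermates. The F0 effect on Zbtb16 in kidney was -2.12 (standard error 0.519, adjusted p = 0.237 over all genes), and between -2.73 and -1.55 within the necropsy dates. Over the alternatives its adjusted p lay between 0.0212 and 0.374, and it passed the threshold with DESeq2, with DESeq2 and length offsets, and with the date as a block. Within groups, the counts of Zbtb16 in the liver and the kidney of a male went together (Pearson's r 0.75, permutation p = 0.000100, adjusted p = 0.000165 over 6 relations; Spearman's rho 0.77, permutation p = 0.000120; n = 27 males). Without the 2 males farthest from the median in liver r was 0.67, and within group and date it was 0.46.

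**Figure D2:**
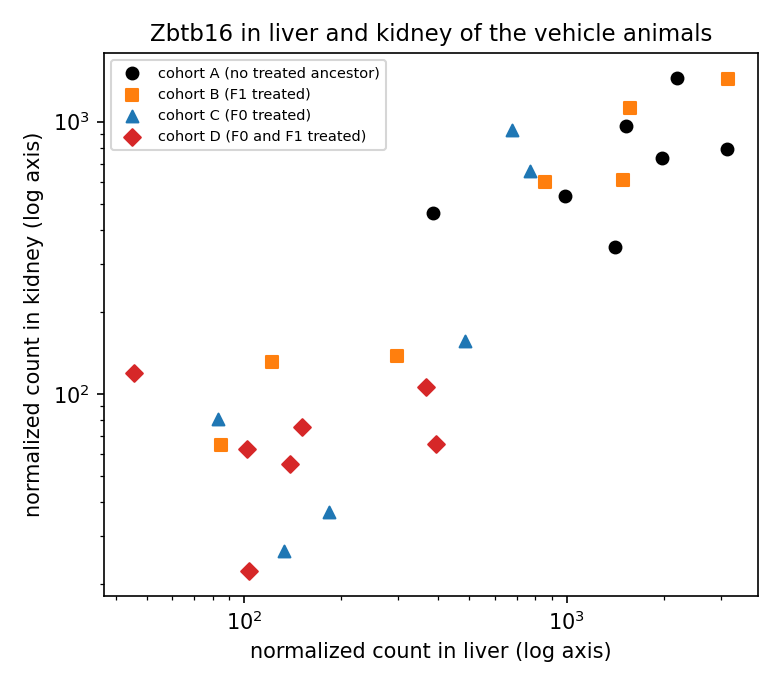
Normalized counts of Zbtb16 in liver (horizontal, log axis) and kidney (vertical, log axis) of the 27 vehicle males, with a point per male and a symbol per cohort. In kidney, the males of cohort D lie at 120 or less and those of cohort A at 345 or more.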

Within those we notably find *Zbtb16* to show the same expression distribution profile as in liver (Fig. 5g). With this additional data we cannot exclude that other tissues beyond liver may be transcriptionally affected.

### Orthogonal validation of adaptive gene expression changes correlating with ancestral liver damage

RNAseq may be subject to technical biases including RNA extraction and purification, library construction, sequencing, and bioinformatic analysis^42^. To mitigate this, we next evaluated a few exemplary genes for ancestral influence on gene expression levels in an independent and orthogonal manner. We selected genes with cumulative F0 + F1 effects and strongest estimated fold-change between groups 11 (cohort A) and 17 (cohort C), which best illustrate potential transgenerational adaptation effects from F0 to F2 in absence of F1 treatment (Fig. 1a). We selected three downregulated genes (*Zbtb16, Acer2, Lpin1*) and one upregulated (*Slc10a2*) gene for orthogonal evaluation (Fig. 5g). 

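In liver, Zbtb16 had 1663 ± 889 normalized counts in group 11 (SD, n = 7) and 389 ± 297 in group 17 (SD, n = 6), and Slc10a2 48.1 ± 16.0 and 94.2 ± 35.5. Group 17 against group 11 gave log2 differences of -2.31 for Zbtb16 (two-sided exact permutation test, p = 0.00466), -1.36 for Lpin1 (exact permutation test, p = 0.00350), -1.05 for Acer2 (exact permutation test, p = 0.000583) and 0.94 for Slc10a2 (exact permutation test, p = 0.00524). Over 24 comparisons the adjusted values were 0.0124, 0.0105, 0.00350 and 0.0126. The exact tests permuted single males, although group 17 held littermates. Among all genes tested, Acer2 had an adjusted p of 0.0779 in this contrast, and Zbtb16, Lpin1 and Slc10a2 had 0.172, 0.153 and 0.133. The adjusted p of Acer2 lay between 0.0141 and 0.129 over the alternatives and was over 0.1 with edgeR and length offsets, with the F0 sire as a correlated block and with only the 2 groups in the fit. Over all doses the F0 effect was -2.38 for Zbtb16 (standard error 0.287, adjusted p = 3.82e-08), -1.21 for Lpin1 (standard error 0.175, adjusted p = 3.17e-06), -0.77 for Acer2 (standard error 0.095, adjusted p = 4.52e-08) and 0.42 for Slc10a2 (standard error 0.122, adjusted p = 0.0271). All 4 genes were chosen by the study on these samples. In the vehicle males alone, Slc10a2 had an adjusted p of 0.114, the highest of a range from 0.00747 over the alternatives. Within necropsy dates 1 to 4 the F0 difference in Zbtb16 was -1.37, -2.57, -1.74 and -3.10. The others differed by -1.52 to -0.44 for Lpin1, by -0.89 to -0.66 for Acer2 and by -0.11 to 0.73 for Slc10a2, which was not higher on date 3.

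**Figure D3:**
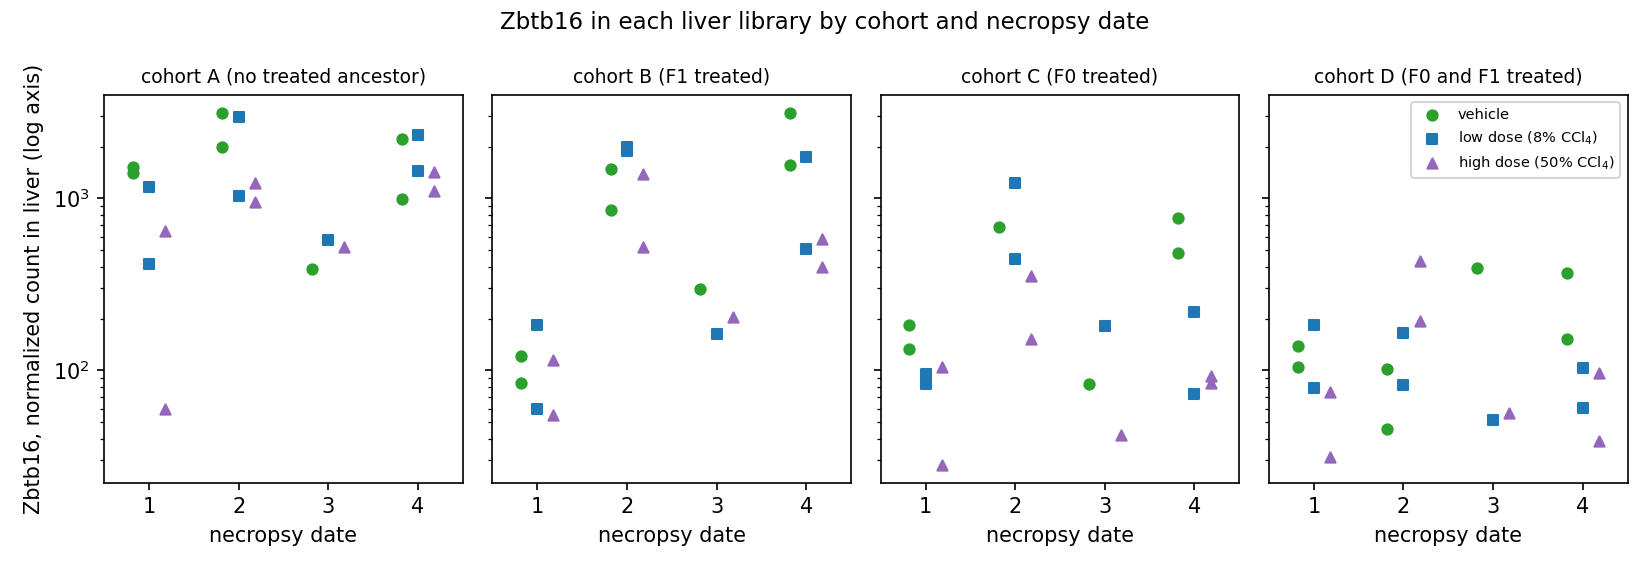
Normalized counts of Zbtb16 (log axis) in each of the 83 liver libraries by cohort (panels) and necropsy date (horizontal), with a symbol per F2 dose. Group 11 had a mean of 1663 and group 17 of 389, and males of a cohort also differ between dates.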

*Zbtb16* (also known as *Plzf*) is a zinc finger protein acting as transcriptional repressor through its interactions with histone deacetylases^43,44^ and is involved in hepatic glucose homeostasis regulation^45^. In our analyses, *Zbtb16* contributes to the GO-term enrichment for regulation of fat cell differentiation and its mapping to single-cell data suggests relevance to cholangiocytes. *Slc10a2* (also known as *Asbt*) belongs to the sodium/bile acid cotransporter family, its inhibition attenuates cholestatic liver and bile duct injury by reducing biliary bile acid concentrations in mice^46^. *Slc10a2* expression in the scRNAseq data set is also mostly restricted to cholangiocytes. *Lpin1* acts as a coactivator of PGC-1alpha/PPARα-mediated hepatic lipid metabolism^47^ and influences hepatic lipid metabolism through mRNA splicing, as well as through enzymatic and transcriptional activities^48^ and plays a role in the regulation of fibrogenesis and TGF-β signaling in HSCs^29^. *Lpin1* contributes to the GO-term enrichment for histone deacetylation and fat cell differentiation. Mapping to scRNAseq data indicates relevance of this gene to the hepatocyte cell population. Finally, *Acer2* is reported to be part of the p53-dependent pathway and promotes autophagy and apoptosis in response to DNA damage in adipose tissue^49^. *Acer2* contributes to the GO-term enrichment for cell-matrix adhesion and shows strong expression in the endothelial and HSC population in the scRNAseq data set.

For validation of the ancestral influence on gene expression levels of these four exemplary genes, de novo RNA extraction was performed from all frozen liver samples from groups 11 (*n* = 10) and 17 (*n* = 9, 17005 excluded). In addition, independent RNA extractions were performed from matching liver OCT samples, and cDNA prepared for quantitative RT-qPCR evaluation. The RT-qPCR evaluation from both sets of frozen and OCT samples showed gene expression changes consistent with the RNAseq, with increased *Slc10a2* and decreased levels of *Zbtb16*, *Lpin1* and *Acer2* (Fig. 6a–d). Additionally, matching time-fixed FFPE liver samples from groups 11 and 17 were evaluated by in situ hybridization (ISH) using well validated cDNA probes for the four selected genes. *Zbtb16* was found broadly distributed by ISH, including in hepatocytes, endothelial cells and cholangiocytes. Similar qualitative distribution was observed in groups 11 and 17. Quantitative image analysis results showed a trend of decreased stained surface in group 17 compared to 11 (Fig. 6a). *Slc10a2* was found expressed specifically in cholangiocytes of any size bile ducts. Some hepatocytes were also found positive in portal area albeit with low level of expression (Fig. 6b). Quantitative image analysis results for *Slc10a2* in the bile duct area showed important inter-individual variation of staining intensity within the same group (e.g., animal 11003 in group 11). The overall results showed nevertheless a trend of increased stained surface in group 17 compared to 11. *Lpin1* was expressed in all hepatocytes from both groups 11 and 17. We noted a tendency for stronger expression in portal area compared to central vein area. Quantitative image analysis results for *Lpin1* in hepatocytes area (Fig. 6c), showed strong inter-individual variations of staining intensity within both groups. The overall results showed a weak trend of decreased stained surface in group 17 compared to 11. Finally, *Acer2* (Fig. 6d) was mainly expressed in isolated single cells located in the Disse space and compatible with HSCs. Some positive cells were also detected in blood vessel (endothelial cells). While qualitatively similar distribution was observed between the two groups, quantitative image analysis of *Acer2* expression in hepatocytes area showed significant decrease of the stained surface in group 17 compared to 11. Correlation analyses of individual data from all four orthogonal gene expression evaluation readouts (RNAseq on frozen samples, RT-qPCR on newly extracted frozen samples, RT-qPCR on OCT samples, and ISH on FFPE samples) showed strong inter-sample and cross-assay correlation levels supporting the robustness of the detected changes (Fig. 6e, Supplementary Fig. 8). In summary, we have identified and orthogonally validated a set of genes of potential biological relevance to cellular memory, liver homeostasis, injury and adaptation, whose expression pattern correlates with ancestral liver injury. While we could not detect any apparent morphological reduction of the liver fibrosis response and thus lack a phenotypic correlate for this adapted gene signature, we conclude that ancestral liver damage may trigger a heritable predisposition or adaptation to baseline molecular pathways in liver and potentially other tissues through germline transmission.

**Fig. 6:**
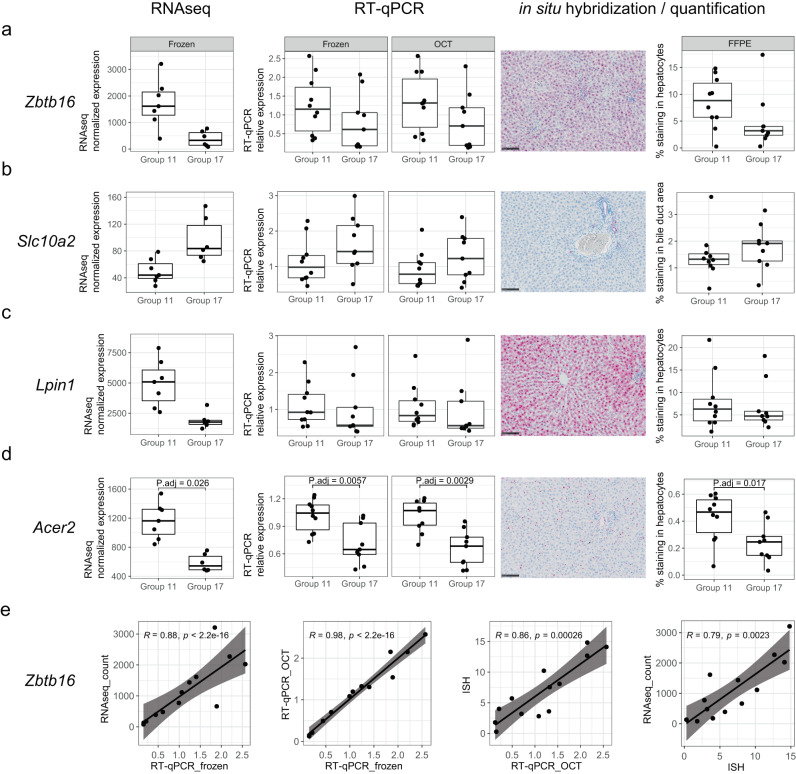
Orthogonal evaluation of a subset of genes whose expression in F2 male offspring correlates with ancestral liver injury. Four genes, *Zbtb16* (**a**), *Slc10a2* (**b**), *Lpin1* (**c**) and *Acer2* (**d**) were evaluated head-to-head using independent approaches and sample matrices from the study groups 11 (F2 vehicle treated, cohort A, *n* = 10 animals) and 17 (F2 vehicle treated, cohort C, *n* = 9 animals). For each gene, data from four gene expression evaluation approaches are provided: 1. RNAseq from the original RNA extraction (frozen samples). For each animal, gene expression is provided as DESeq2 size-factor normalized RNAseq counts (*y*-axis) for each sample (points) by treatment group (*x*-axis). Adjusted *p* value from the DESeq2 differential gene expression analysis (see “Methods”) between group 11 and 17 are provided for cases with adjusted *p* value < 0.05, otherwise FDR ≥ 0.05; 2. RT-qPCR from a de novo, randomized, RNA extraction from frozen samples and 3. RT-qPCR from new, randomized, RNA extraction from matching OCT samples. The *y*-axis shows the relative mRNA expression calculated by ΔΔCT with *Hprt1* as control gene and normalized to mean of cohort A control group 11 for each animal; 4. In situ hybridization (ISH) evaluation and quantification from matching FFPE samples (*y*-axis represents % staining in hepatocytes for *Zbtb16*, *Lpin* and *Acer2* and % staining in bile duct area for *Slc10a2*). Representative images (×20 magnification, scale bar 100 µm) were acquired for in situ hybridizations for each of the four genes. For RT-qPCR and ISH, exact *p* values resulting from a two-sided Wilcoxon rank sum test are indicated for significant comparisons (*p* value < 0.05), otherwise the *p* value was ≥ 0.05. For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the 1.5 × inter-quartile range. Black points represent individual animal values of one sample per animal. **e**, Correlation plots evaluating cross-sample correlations across orthogonal approaches for *Zbtb16* evaluation. For each animal (points) values on *x*- and *y*-axis show measurements as indicated in the axis labels. The black line visualizes the linear regression line and the shaded areas the 95% confidence interval regions. For each comparison, Spearman’s correlation coefficient (R) and significance level (*p*) of association calculated using two-sided Spearman’s correlation test are provided. Full cross-readout correlation analyses for all four genes are available in Supplementary Fig. 8. Source data are provided as a Source Data file.

## Discussion

Little is known about the heritability of hepatic fibrosis. A prospective twin study had highlighted that hepatic steatosis and the level of liver fibrosis correlated between monozygotic twins but not between dizygotic twins, providing evidence that hepatic steatosis and hepatic fibrosis are heritable traits^50,51^. Such data and further characterization of functional heritable pathways that affect hepatic fibrosis have widespread implications for developing targeted genetic as well as epigenetic therapeutic approaches for the treatment or prevention of NASH-related fibrosis.

In this work, we have independently evaluated a model of transgenerational inheritance of the hepatic wound healing response^18^. In contrast to the original study, detailed pathological evaluations of liver fibrosis in F2 animals with ancestral exposure to CCl_4_-induced fibrosis, in a well-powered and -controlled study, do not support an adaptive phenotypic suppression of the hepatic wound healing response or greater fitness of animals with ancestral liver injury exposure. In the last couple of decades, numerous rodent models of multigenerational responses to various environmental factors or insults have been published. Whilst most studies are scientifically and technically sound, a few studies have been challenged and the majority still await independent confirmation^13^. Transient *in utero* exposure to endocrine disruptors such as vinclozolin was initially reported to lead to transgenerational (F1 through F4) effects on male fertility in inbred Fischer rats^1^. However, no transgenerational anti-androgenic effects were observed in two follow-up studies using outbred Wistar rats^12,52^. Furthermore, a study by an additional independent research group, using inbred Sprague Dawley rats, reported no effects on spermatogenesis in F1 or F2 males after maternal (F0) exposure to vinclozolin^53^. The reasons for these discrepancies have been extensively discussed, including the potential influence of genetic variations among strains, and differences in experimental designs, in particular the importance of exposure windows to vinclozolin during gestation^13,54^. A subsequent multigeneration study in mice further showed that whereas endocrine disruptors lead to epigenetic effects of the exposed germ cells, those are corrected in the mammalian germline by reprogramming events in the next generation^9^. In an alternative, well-documented model of intergenerational transmission, prenatal glucocorticoid over-exposure in pregnant female Wistar rats programs the offspring for adverse cardiovascular and metabolic effects^55^. While those effects are transmissible to a second generation through both male and female lines, they resolve in the third generation^55^. The mechanisms underlying glucocorticoid-programmed effects in F1 and F2 generations differ, with marked parent-of-origin effects in F2^27^ and no evidence for changes in classical epigenetic marks found in the male germline in this model^10^. Thus, the current weight of evidence for robust transgenerational effects in mammals is weak, and the mechanistic basis by which ancestral information may be passed to progeny despite germline and zygotic waves of global epigenome reprogramming is unclear, resulting in continued debate on the optimal study design framework for generating reproducible and high-quality data^17,21,54^.While we applied high standards and considered many potential confounding effects in running this study, a few study parameters might contribute to a different F2 phenotypic outcome when compared to the Zeybel et al. study. These include the slight difference in treatment duration and the choice of route of administration (4 weeks, twice weekly intraperitoneal injection in Zeybel et al.^18,56^ versus 6 weeks, three times weekly oral gavage using comparable formulation in our study). This could produce a different plasma peak exposure profile and/or altered metabolite formation, which might account for treatment differences and phenotypic outcome. Additionally, whilst our overall study design, analyses and validation provide strong technical confidence in the transgenerational data, we cannot fully exclude that transmissible germline effects (e.g., secondary (epi-)mutations) might take place. The primary site of CCl_4_ toxicity is the liver. However, CCl_4_ was also reported to cause functional damages in other organs of the body^57^. Whilst no gross testis effects or significant sperm count changes were observed, CCl_4_ could hypothetically cause oxidative damage in reproductive cells and tissues^24^ and represent a treatment-related confounding effect when evaluating the effects of ancestral liver damage. Further evaluation of the phenomenon would ideally need to consider extended treatment durations, different lengths of intergenerational recovery periods, an assessment of the potential for maternal transmission and the potential for maintenance and impact of effects on a F3 generation, although logistical and resource challenges generally preclude the feasibility of such studies.

Despite the lack of an apparent liver fibrosis adaptation or measured phenotypic correlate, we identify in F2 animals a differential transcriptional liver gene set that correlates with ancestral CCl_4_-induced liver injury, suggesting transgenerational transmission at the molecular level. Orthogonal evaluation of a subset of genes that best illustrate potential transgenerational adaptation effects from F0 to F2 in absence of F1 treatment (i.e., groups 11 vs 17) point to consistent hepatic expression changes, regardless of the liver sample matrix (frozen, OCT, FFPE) and readout (RNAseq, RT-qPCR, ISH). Our collective hepatic expression data (GO-term enrichment, single-cell level data distribution and individual gene assessment) point to programming of various molecular pathways of potential biological relevance to cellular memory, liver homeostasis, injury and adaptation. Interestingly, the altered expression of epigenetic (co-)effectors such as histone and DNA demethylases or *Hells/Lsh* provides the possibility that epigenetic processes could be involved. *Hells* is directly required for the methylation and silencing of transposable repetitive elements during gametogenesis and in somatic cells^58^ and its mis-regulation was linked to male germline epigenetic changes following paternal irradiation, resulting in deleterious effects in the somatic thymus tissue from the progeny of exposed animals^59^. The functional relevance of the identified gene sets on liver fibrosis adaptation and the nature and transmission of potential germline and somatic (epi-)genomic changes remain unclear and require further investigations. The ability of an environmental factor to influence the transgenerational epigenetic programming of an organ’s transcriptome is precedented^37–41^. In a study by Anway et al., transcriptome characterizations identified 196 genes to be differentially expressed in F1–F3 testis of animals ancestrally exposed to vinclozolin^41^. Affected genes had roles in chromatin regulation, including significant reductions of *Dnmt3a* in F1–F2, *Dnmt1* in F1–F3, *Dnmt3L* in F1–F3, and *Ehmt1* in F1–F3. Interestingly, investigation of different tissue transcriptomes in male and female F3 generation vinclozolin versus control lineage rats demonstrated that all tissues had transgenerational transcriptome effects^37^. We have further evaluated the concept that heritable transcriptional effects could occur in tissues beyond the liver, and identified minimal, but plausible transgenerational kidney transcriptional variation following CCl_4_-induced liver fibrosis, including at *Zbtb16*. Thus, effects transmitted through the germline may affect the transcriptome of multiple tissues, although the biological significance of the apparent transcriptional transmission and uncertainty on underlying mechanisms limit definitive conclusions.

The possibility that ancestral environmental conditions and exposures can result in effects that are inherited across generations has led to significant public awareness and regulatory attention, including debates on both ethical and legal implications^60,61^. Transgenerational effects represent an important theoretical safety assessment consideration for emerging therapeutic modulators of epigenetic effectors, as highlighted by recent publications assessing the mutigenerational impact of valproic acid^62,63^ and emphasized by a recent pharma industry epigenetic working group survey^64^ facilitated by IQ DruSafe. However, the toxicological relevance of transgenerational effects for therapeutic drugs remains uncertain and robust paradigms will be necessary to evaluate this phenomenon. Our re-evaluation of intergenerational effects of CCl_4_ exposure in rats provide evidence for transgenerational transmission of ancestral liver injury at the molecular level but no heritable morphological phenotypic effects on the liver wound healing were observed thus highlighting the need for further evaluation of transgenerational epigenetic inheritance paradigms in mammals.

## Methods

### Ethical statement

The study has been conducted in accordance with the Novartis Animal Care and Use Committee. All procedures in this study are in compliance with the Animal Welfare Act, the Guide for the Care and Use of Laboratory Animals, and the Office of Laboratory Animal Welfare. Key elements of the study protocol are detailed in Supplementary Methods.

### Animals

Animals used in this study were outbred Sprague Dawley rats supplied by Charles River Laboratories Raleigh, NC. Ordered F0 (males, females) and F1 (females) were supplied by Charles River Laboratories Raleigh, NC approximately 10 weeks of age (Supplementary Methods, Tables 1–4). Throughout the study males were treated at 9-11 weeks of age. Detailed study schedules for all three generations are provided in Supplementary Methods (F0: Table 1–8, F1: Table 1–9, F2: Table 1–10). For the full study period, 2 or 3 animals of the same sex were co-housed per cage except during mating and lactational periods. Females were individually housed with their litters during lactational periods. During gestation, females were housed 2–3 per cage. Animals were single housed on gestation day 20 in preparation for parturition.

### Mating and animal allocation

Timed mating was initiated by cohousing 1 female and 1 male for up to 2 weeks. Previously treated males were allowed to recover for 14 days before the initiation of mating. Females were checked daily for confirmation of mating and mating was considered to have occurred when sperm was observed in the vaginal washing and/or a vaginal plug was observed. Once mating had occurred, females were returned to their home cages. On day 4 post-partum all F0 and F1 litters were randomly culled to 8 pups/litter with male pups preferentially retained. Two male pups/F0 litter were selected to comprise the F1 generation and three male pups/F1 litter were selected to comprise the F2 generation. If this was not possible due to the number of pups, a maximum of 2 pups from a litter were assigned to a dose group.

### Experimental model for CCl_4_-induced liver fibrosis treatment

Male animals were dosed three times weekly (t.i.w) for 6 weeks via oral gavage as per established and reproducible CCl_4_-induced internal protocol. The high-dose groups received 0.5 mL/kg 50% (v/v) CCl_4_ in olive oil. The low-dose groups received 0.5 mL/kg 8% (v/v) CCl_4_ in olive oil. The control groups received 0.5 mL/kg 100% olive oil. Sample collection from F0 and F1 animals was performed after recovery and successful mating, 4 weeks following the last dose. Sample collection from F2 animals was done 24 hours (h) following the last dose at a time point referred to as peak fibrosis in the original study^18^.

### Clinical observations

Animals were checked for mortality and moribundity at least once daily. In all generations, clinical observations were made once daily on non-dosing days and at least twice daily on dosing days. The body weight was measured twice weekly. Food consumption was calculated twice weekly. One animal in the F0 generation (CCl_4_ treated animal 2005) and two animals in the F2 generation (vehicle control treated animal 17005 and CCl_4_ treated animal 19003) did not tolerate the treatment and were excluded from the analyses. Detailed in Supplementary Methods.

### Sperm count

The left testes of all animals were collected, decapsulated, weighed and frozen at necropsy for sperm count evaluations. For sperm count, testis was homogenized in 10% Triton X-100 in saline solution. The homogenate was diluted to 50 mL in saline and sperm heads were counted with a hemocytometer. Two counts were performed for each sample and the average was used to calculate the sperm per gram testis as follows:

[(average number of sperm heads counted) * (squares factor: 5) * (hemocytometer factor: 10^4^) * (dilution factor: 50)/(tissue weight of testis in grams)]

### Clinical pathology/biochemistry

Blood samples for clinical pathology were taken one day after last dose of the t.i.w. dosing scheme for all animals. For F0 and F1 additional samples were taken at the end of the two weeks recovery period (day 53) and at necropsy post-mating on day 74. Detailed in Supplementary Methods.

### Anatomic pathology

At the completion of the study, all animals were submitted for necropsy and kidney, liver, and skin were collected and put in formalin jar after opening the abdominal cavity. The right testes of all animals were collected and put in modified Davidson’s fluid. Detailed in Supplementary Methods.

### H&E staining and analysis

Tissues were fixed in 10% buffered formalin for 48 h at room temperature and processed for embedding in paraffin using standard procedures. Sections were stained with hematoxylin and eosin (H&E) using standard protocols. Digital images were obtained with a ScanScope XT system (Leica, Nussloch, Germany).

### Sirius Red staining and analysis

Tissues were fixed in 10% buffered formalin for 48 h at room temperature and processed for embedding in paraffin using standard procedures. For Sirius Red staining, Picrosirius Red solution (EMS, Hatfield, PA, USA) was used according to the manufacturer’s recommendations. Stained tissue sections were captured as whole slide scans using a Leica AperioAT2 slide scanner using 40x magnification with resulting image pixel dimensions of 0.25 µm (x, y).

### DenseNet analysis

Quantitative assessment was performed using HALO and HALO AI software (v.2.3) in two steps: pixel classification of the tissue regions of interest at low resolution (random forest classifier) and subsequent pixel classification of sub-structures at higher resolution (DenseNet classifier). As control and treated groups exhibited vastly different morphological features, two classifiers were trained individually. Final readouts given as percentages reflect area ratios.

### RNA sequencing

RNAseq experiments were performed by Genesupport/FASTERIS SA, Plan-les-Ouates, Switzerland. Total RNA extraction from 50 to 100 mg tissues was performed by tissue grinding in liquid nitrogen, homogenization by bead beating, proteinase K digestion and purified using the Qiagen RNeasy kit. Sequencing was done using a PolyA RNA sequencing protocol with 50 bp paired-end Illumina reads. Next generation sequencing libraries were prepared with the TruSeq Stranded mRNA Sample Preparation kit (Illumina) from 500 ng of input RNA according to the manufacturer’s instructions, using 12 (liver) or 13 (kidney) cycles of amplification. The resulting libraries were pooled and loaded on an NovaSeq 6000 (Illumina) for paired-end 50 bp sequencing, generating 47 million reads per sample on average (liver) and 37 million reads per sample on average (kidney).

### RNAseq analysis

Salmon (version 0.14.0) was used to quantify gene expression from fastq files. The index was generated from *Rattus norvegicus* Ensembl release 100 with parameter –k 31. Each sample was quantified independently, providing fastq files from all sequencing runs if present for the sample, and the following parameters: -l ISR --validateMappings --gcBias. The quantification results were loaded in R (version 3.5.0) using tximport (1.10.1) to summarize quantification results by gene. All exploratory and differential gene expression analysis was performed in R (version 4.1.1) using DESeq2 (version 1.32.0)^65^. Only genes showing more than 10 reads in at least one sample group across the full liver (groups 11–22) or kidney (groups 11, 14, 17, 20) data sets were considered for analysis. For PCA, gene counts were transformed with variance stabilization on the full liver or kidney data set. For individual analyses, the transformed data was sub-selected to the samples relevant for the explorative analysis. The design for de-convoluting the F0 and F1 effect in the differential expression analysis with DESeq2 was set to ~ F0 + F1 + F2, where F0 and F1 variables indicate treatment or control animals and F2 indicates control, low-dose, or high-dose animals. For identifying F2 treatment effects, the design was set to ~ group, where the group variable indicates for each animal its treatment/cohort group combination (groups 11–22). Results were plotted in a volcano plot using the package EnhancedVolcano (version 1.10.0). Overlaps between differentially expressed genes between contrasts were evaluated using the UpSetR package (version 1.4.0). GO-term over-representation analysis was performed using the clusterProfiler package (version 4.0.2) and the Biological Pathway sub-ontology (org.Rn.eg.db version 3.13.0) in the enrichGO function. Redundant pathways were simplified using clusterProfilers’ simplify function with a cutoff of 0.7 for similarity and only the GO-term with minimal FDR is reported in the results. The Rmarkdown containing all analysis code is available on https://github.com/jperner/TGmanuscript (10.5281/zenodo.8321732).

### Single-cell RNAseq analysis

Pre-processed matrix, barcode, and gene files for samples GSM4331834 (young male) and GSM4331835 (old male) were downloaded from NCBI’s Gene Expression Omnibus (GEO) (see “Data availability” Statement). The R (version 4.2.0) package Seurat (version 4.1.1) was used for processing the data. Only cells with nFeature_RNA > 500 and less than 15% mtRNA content, as well as nCount_RNA < 10 * nFeature_RNA were retained. The data were log-normalized and scaled. The top 2000 most variable features were selected after applying variance stabilization. The top 45 most important principal components were selected based on a JackStrawPlot and passed to the FindNeighbors and FindClusters function (setting resolution = 0.1) for cell cluster identification. Uniform Manifold Approximation and Projection (UMAP) was run with default parameters to visualize the resulting clustering in a two-dimensional space. We have used markers described in several publications to manually annotate cell types^36,66–69^.

### RT-qPCR

RNA was isolated from snap-frozen tissue and OCT embedded samples using Qiazol followed by RNeasy Mini or RNeasy Micro kit (Qiagen). Samples were DNase I treated, concentration was determined by Qubit measurement and quality was assessed using Agilent Bioanalyzer. RNA isolation was randomized for snap-frozen tissue including animals of all F2 groups in each of the four RNA isolation batches. RNA isolation for OCT samples was done in one batch. cDNA was generated from 500 ng of RNA by using High-Capacity cDNA Reverse Transcription Kit (ThermoFisher) following the manufacturer’s instructions. For RT-qPCR, 6 ng of cDNA were used per reaction. The following Taqman assays were used: *Acer2* (Rn01770005_m1), *Acta2* (Rn01759928_g1), *Col1a1* (Rn01463848_m1), *Col1a2* (Rn01526721_m1), *Hprt1* (Rn01527840_m1), *Lox* (Rn01491829_m1), *Lpin1* (Rn01469024_m1), *Slc10a2* (Rn00691576_m1), *Timp1* (Rn01430873_g1), *Zbtb16* (Rn01418644_m1). Relative expression was calculated by ΔΔCT with *Hprt1* as control gene and normalized to snap-frozen cohort A group 11 or group 12 as control group as stated per figure.

### Immunohistochemistry (IHC)

For the αSMA immunohistochemistry (IHC) staining, the 3 µm thickness liver tissue sections were deparaffined, rehydrated and stained using a Ventana Discovery® ULTRA instrument (Roche Diagnostics). An antigen retrieval pretreatment was performed using Cell Conditioning Solution CC1 (Roche Diagnostics, 06414575001) for 32 min. Nonspecific antibody binding was blocked with a casein solution for 32 min. Subsequently, the mouse monoclonal primary anti- αSMA antibody (Dako, M0851, clone 1A4, batch 41327852) was applied at 1/4000 (approx. 20 ng/mL) for 60 min at 37 °C. The specificity of the antibody was tested by the provider using SDS-PAGE immunoblotting of an alpha-smooth muscle actin (SMA) and detection of the corresponding band. For usage on rat tissue, a BLAST sequence alignment found 100% sequence homology and staining results on rat liver are consistent with smooth muscle cells staining. The signal was detected with a polymer-based secondary antibody OmniMap anti-Mouse HRP (Roche Diagnostics, 05269652001) as ready to use reagent applied following the provider recommendation and ChromoMap DAB kit (Roche Diagnostics, 05266645001). The fibrosis detected in the αSMA stain was scored visually on a scale from 1 to 4. Animal 20003 was excluded from the analysis for technical reasons. The αSMA protein detected by IHC is encoded by the *Acta2* gene and is predominantly expressed in smooth muscle but is also found in myofibroblasts.

### In situ hybridization (ISH) 

For ISH, the formalin fixed paraffin embedded (FFPE) blocks of F2 liver were sectioned at 3 µm and collected on SuperFrost® Plus slides. The genes *Lpin1* (probe 1124489), *Zbtb16* (probe 508899), *Slc10a2* (probe 1144679) and *Acer2* (probe 856849) were investigated on mRNA level using RNAscope® ISH technology commercialized by Advanced Cell Diagnostics Ltd. FFPE tissue sections were placed in a Discovery® Ultra instrument (Roche Diagnostics Schweiz AG, Rotkreuz, Switzerland) and processed using the mRNA Universal procedure with predefined parameters for deparaffinization, demasking, hybridization and amplification steps (with an amplification 5 step set at 2 h). Slides were counterstained with Hematoxylin II and Bluing reagent for 8 min each, dried at 60 °C, dipped briefly in pure xylene and mounted using EcoMount medium. Stained slides were scanned for subsequent image analysis.

### Statistics and reproducibility

In the design of the in vivo study, the animal group sizes were not predetermined using any specific statistical method. We however considered important study reproducibility features such as animal house and care, high study power and F0–F2 pedigree tracing. Randomization was applied at various stages of the study. Given the large number of F2 animals (*n* = 120) and to avoid treatment or collection biases, we used a carefully designed staggering and randomization scheme for F2 dose–response treatment, necropsy, collection and evaluation, including for molecular profiling. The investigators were not blinded to group allocation during data collection and analysis. Knowledge of the F0–F1 liver fibrosis history represents the core anchor to interpreting pathology and molecular effects and evaluating the transgenerational phenomenon. Three animals (F0 animal 2005, F2 animals 17005 and 19003) did not tolerate the treatment and were excluded from the analyses, animal 20003 was excluded from IHC analysis for technical reasons. Detailed description of study design and animal-level information is provided in Supplementary Methods. Statistical analyses were performed in R (version 4.1.1). Detailed description of experimental and statistical tests are available in (supplementary) figure legends and “Methods” sections.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

RNA sequencing data originating from this study have been deposited in NCBI GEO under the accession code: GSE229524. Single-cell RNA sequencing data analyzed in this study was accessed from NCBI GEO under the accession code: GSE137869 and the sample sets GSM4331834 (young male) and GSM4331835 (old male) were selected and processed from count matrix as stated in the “Methods” section. Source data are provided with this paper.

# Supplementary material for: Unaltered hepatic wound healing response in male rats with ancestral liver injury
**Source:** Nat Commun. 2023 Oct 10;14:6353. doi: 10.1038/s41467-023-41998-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**Unaltered hepatic wound-healing response in male rats with ancestral liver injury**

Beil, Perner, Pfaller *et al*

**This PDF file includes:**

Supplementary Figures 1-8

Supplementary Methods

Original study protocol including Pedigree tracing: This document provides original internal study protocol content, with detailed study information

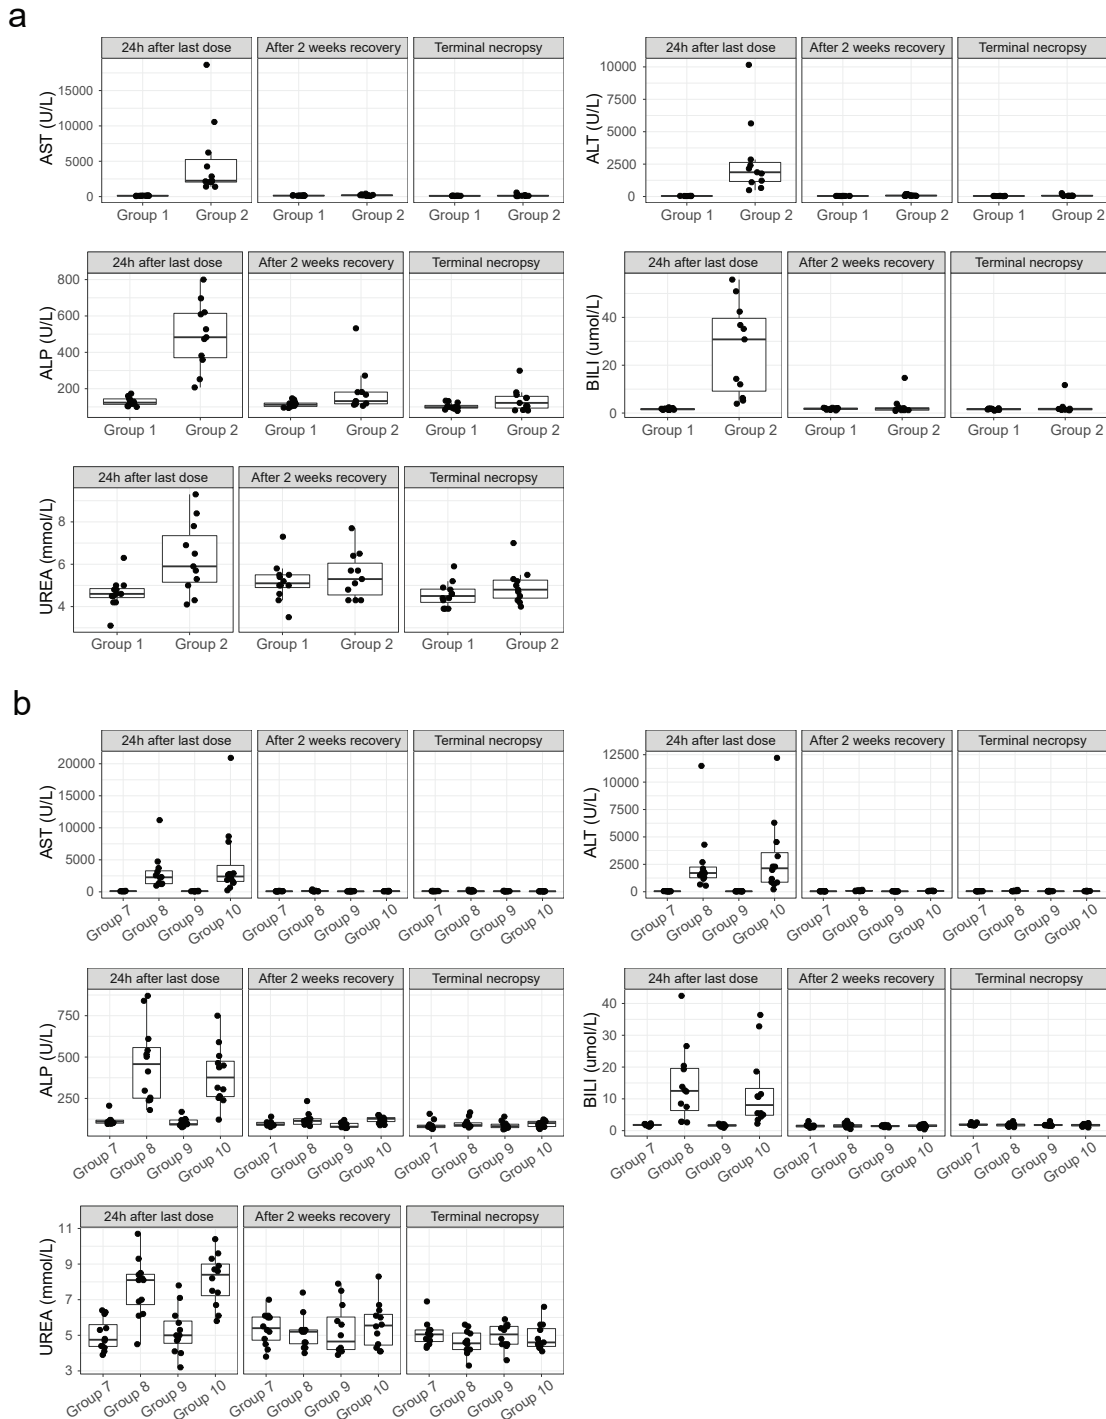

**Supplementary Fig. 1 - Clinical biochemistry evaluation of liver injury biomarkers in CCl<sub>4</sub>-treated F0 and F1 animals**

**a**, Serum biochemistry evaluation of liver injury biomarkers AST, ALT, total bilirubin (BILI), ALP and urea, in F0 animals and at all three sampling timepoints: 24 hours after last dose, after two weeks recovery and at terminal necropsy (n=12 for group 1, n=11 for group 2). **b**, Serum biochemistry evaluation of liver injury biomarkers AST, ALT, BILI, ALP and urea in F1 animals and at all three sampling timepoints as above (n=12 per group). For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the 1.5 × inter-quartile range. Black points represent individual animal values of one sample per animal. Source data are provided as a **Source Data** file.

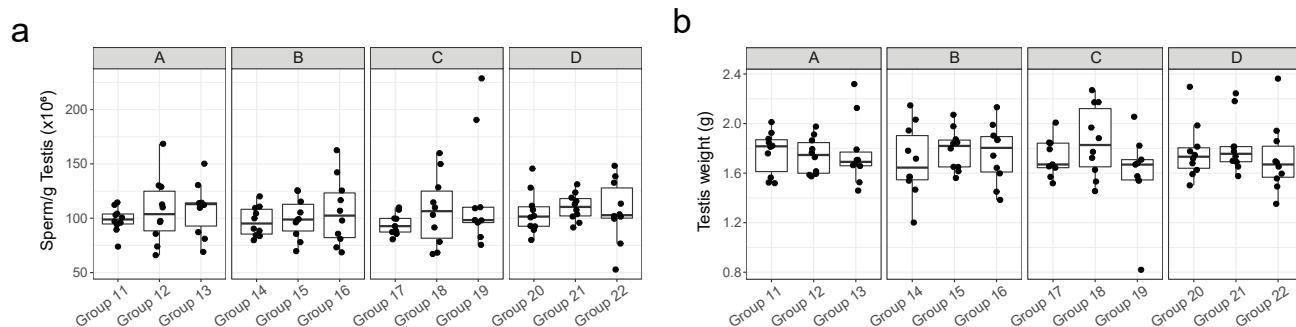

### Supplementary Fig. 2 - Evaluation of testicular sperm counts in F2 upon CCl<sub>4</sub> treatment

**a**, Sperm count per gram testis of F2 animals grouped by cohort. No significant change in sperm count per gram testis across dose groups and within each cohort by Kruskal-Wallis test,  $p_{\text{adj}} > 0.05$ . **b**, Weight of left testis in grams for all F2 animals. For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the  $1.5 \times$  inter-quartile range. Black points represent individual animal values of one sample per animal. Source data are provided as a **Source Data** file.

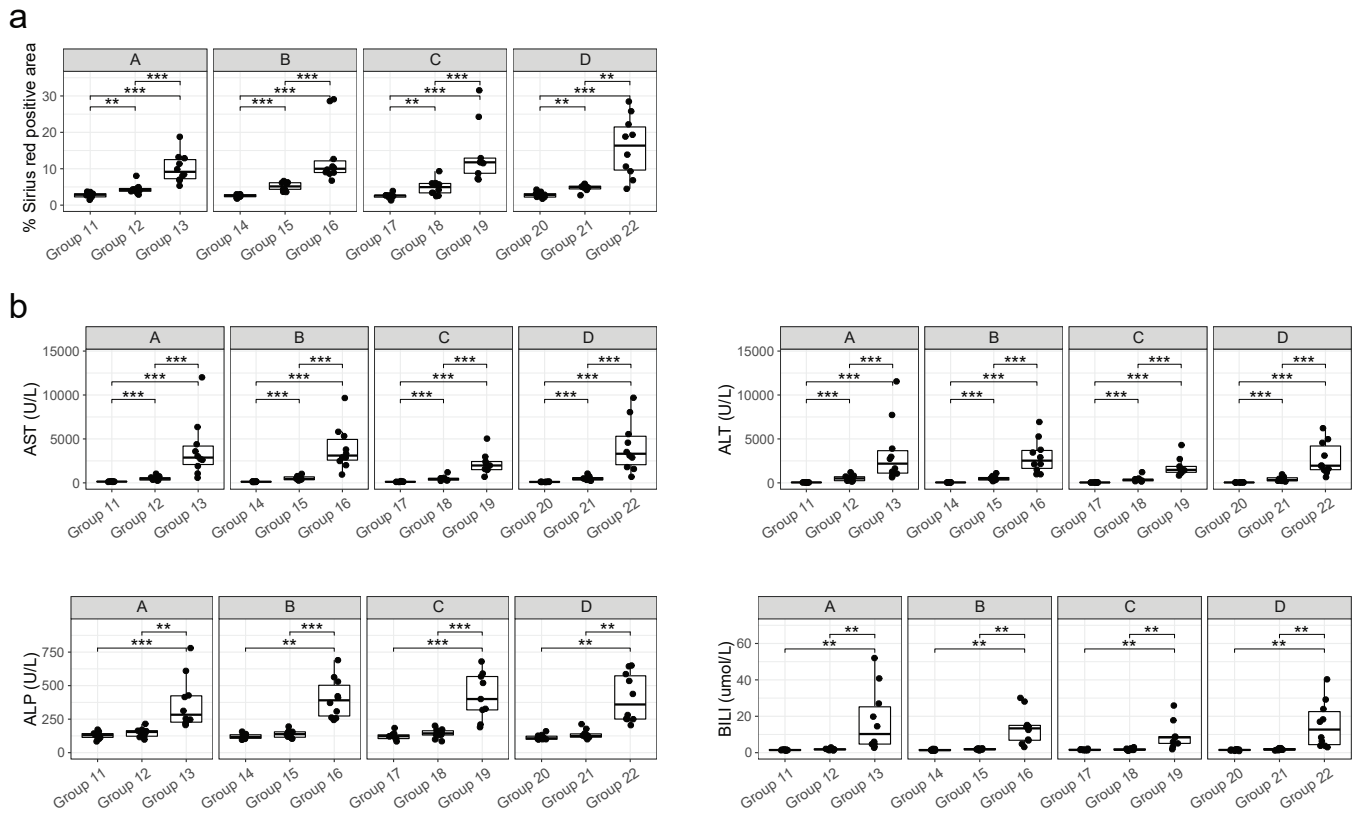

**Supplementary Fig. 3 - The presence of liver injury in male ancestors does not reduce liver fibrogenesis in F2 generation male offspring (Sirius Red and serum biochemistry)**

**a**, Sirius Red staining shows similar dose-dependent elevation in Sirius Red positive area for all four cohorts. **b**, Serum biochemistry evaluation of liver injury biomarkers AST, ALT, ALP and total bilirubin (BILI) in F2 samples from all 4 cohorts. Dose-dependent increase in all liver injury markers was observed, in the absence of detectable  $\text{CCl}_4$  exposure ancestral effects. For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the  $1.5 \times$  inter-quartile range. Pairwise two-sided Wilcoxon rank sum test was used for the individual p values indicated as \*\* p.adj < 0.01, \*\*\* p.adj < 0.001. Black points represent individual animal values of one sample per animal. Exact p values and Source data are provided as a **Source Data** file.

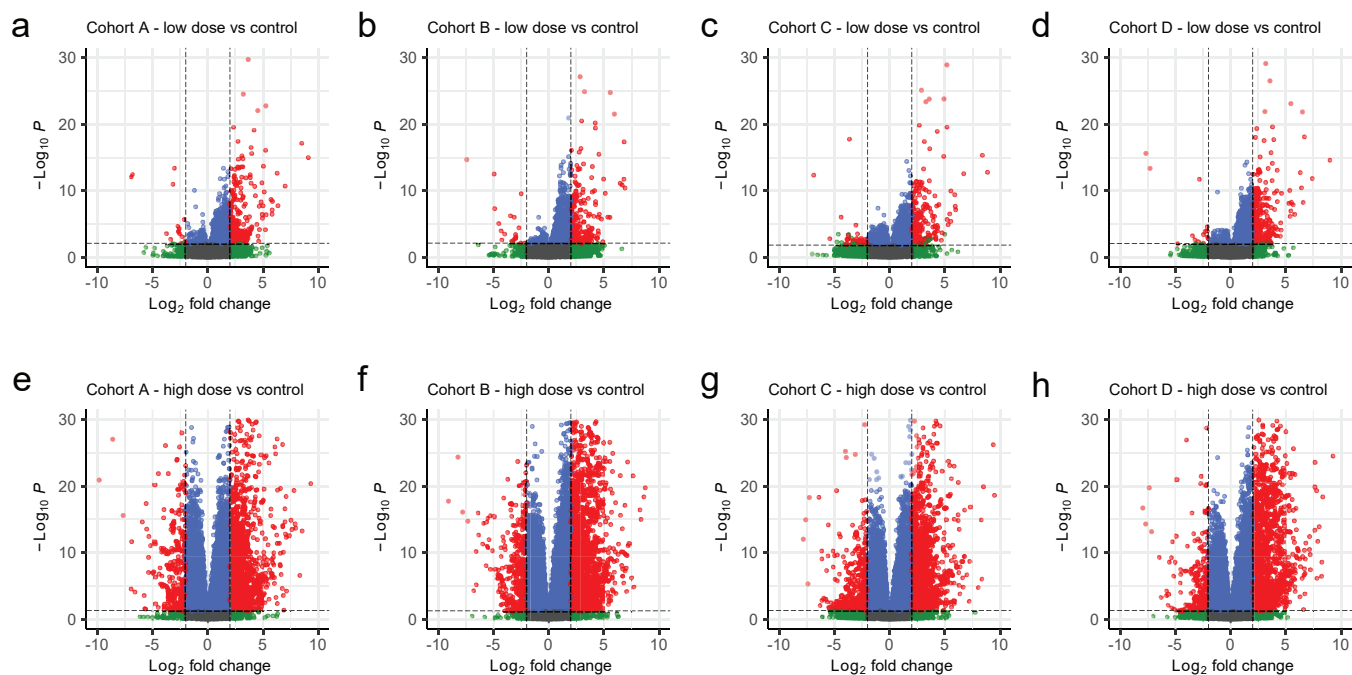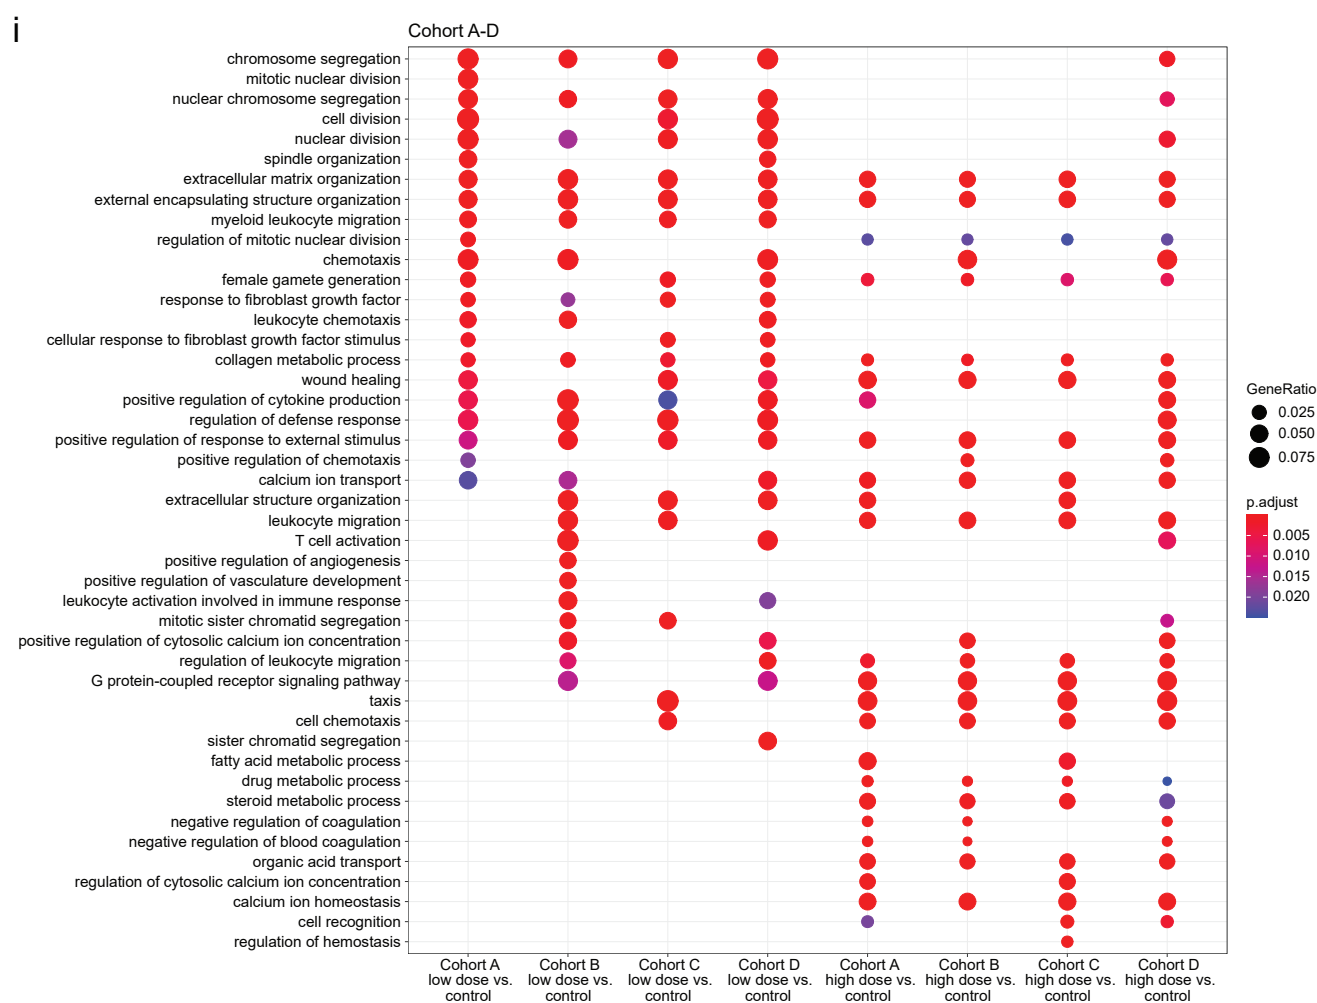

**Supplementary Fig. 4 - RNAseq based evaluation of treatment effects on global liver gene expression in F2 animals and across all cohorts**

**a-h**, Volcano plots illustrating differential expression analysis statistics based on DESeq2 analysis (detailed in **Methods**) for low-dose (top row) and high-dose (bottom row) treatment vs control in cohort A-D. For each gene, a point indicates the estimated log<sub>2</sub> fold-change (treatment over control group; x-axis) and the associated negative log<sub>10</sub> p value (y-axis). Genes are colored based on categorization upon reaching the cutoffs adjusted p value < 0.1 and/or absolute log<sub>2</sub> fold-change (Log<sub>2</sub> FC) > 1

**i**, Comparison of one-sided GO-term over-representation test results (see **Methods**) between the two dose-contrasts. The dots size (GeneRatio) illustrates the ratio between the number of differentially expressed genes (contrast indicated on x-axis) and the number of GO term-annotated genes. The color scale indicates the FDR (p.adjust) resulting from the over-representation test. Statistics for all dose groups are available in **Supplementary Data 2** and **Source Data**.

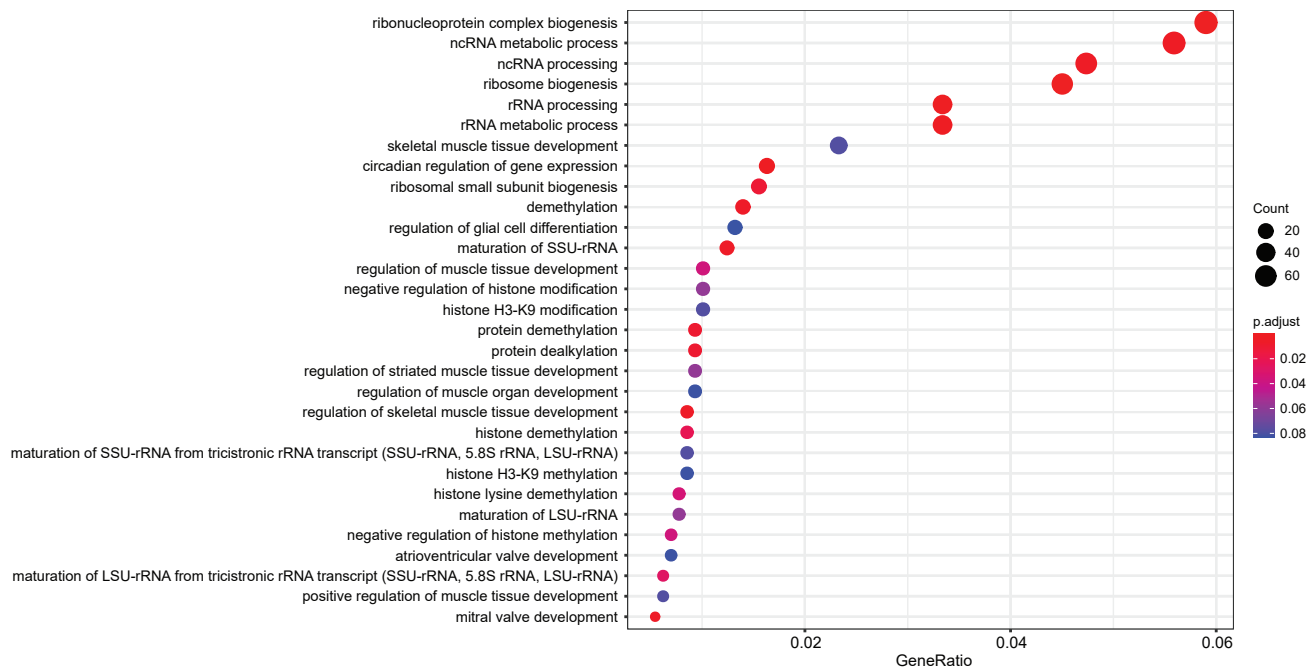

### Supplementary Fig. 5 - GO term analysis of the 1523 genes under F0 liver injury influence

Illustration of the one-sided GO term over-representation test results (see **Methods**) based on the 1523 genes signature correlating with F0 treatment history. The x-axis indicates the fraction of GO term-annotated genes that overlap with the gene set. For each over-represented GO term, the dots size (Count) indicates the number of genes from the gene set that overlap with the GO term-annotated genes. The color scale indicates the FDR (p.adjust) resulting from the over-representation test. Statistics for all dose groups are available in **Supplementary Data 2** and **Source Data**.

a

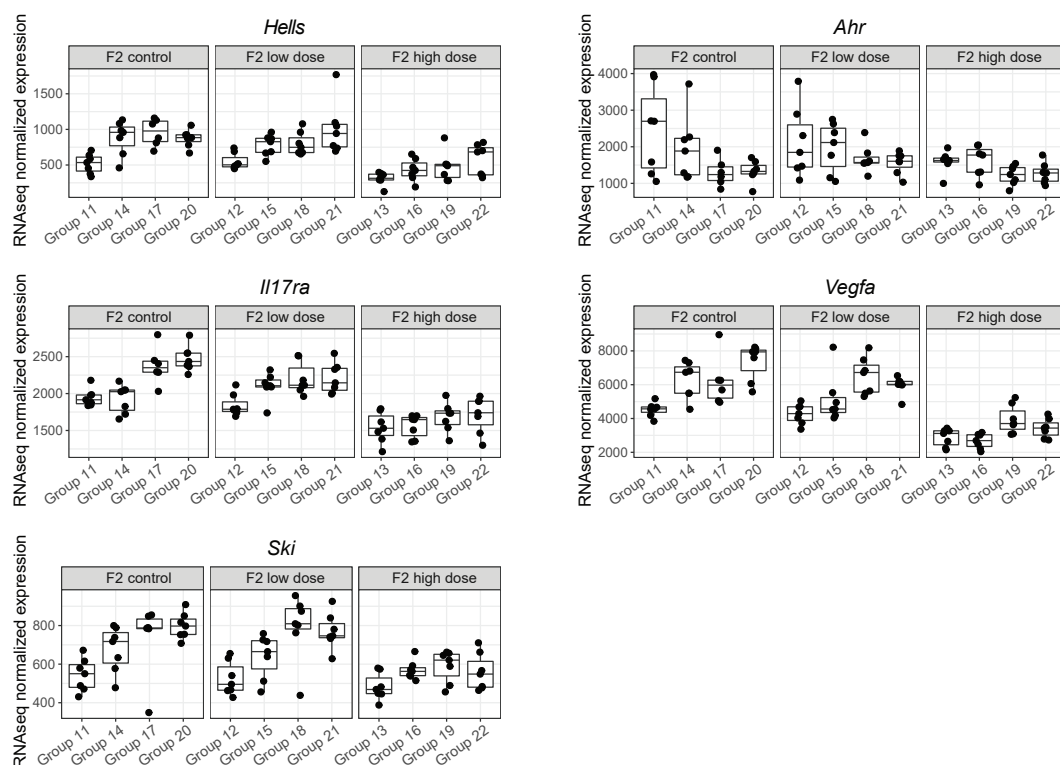

b

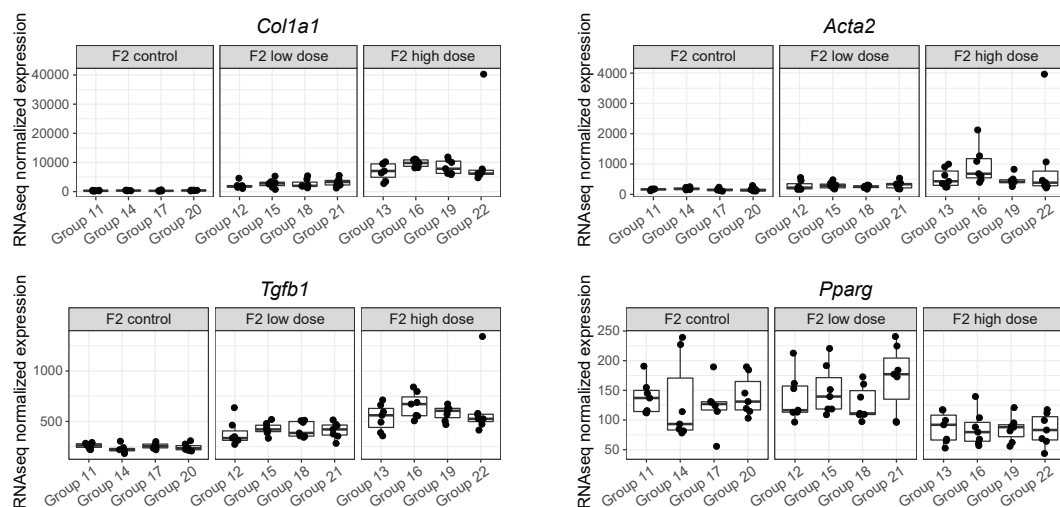

## Supplementary Fig. 6 - RNAseq evaluation of exemplary genes under ancestral liver injury versus known fibrosis markers

**a**, Gene expression measured by RNAseq of exemplary genes with ancestral liver injury signature: lymphoid specific helicase: *Hells* (LOC100911660), aryl hydrocarbon receptor: *Ahr*, interleukin 17 receptor A: *Il17ra*, vascular endothelial growth factor A: *Vegfa*, and proto-oncogene: *Ski* (n=7, group 17 n=6).

**b**, Gene expression measured by RNAseq of liver fibrosis associated genes: collagen I: *Col1a1*, alpha smooth muscle actin: *Acta2*, transforming growth factor  $\beta$ 1: *TGFB1*, and factor peroxisome proliferator-activated receptor  $\gamma$ : *Pparg* (n=7, group 17 n=6). Visualization of gene expression (y-axis, size-factor normalized counts) for each sample in the F2 generation (black points) by treatment group (x-axis, each box indicated median gene expression, first and third quartiles). For all box plots, the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the  $1.5 \times$  inter-quartile range. Black points represent individual animal values of one sample per animal. Source data are provided as a **Source Data** file.

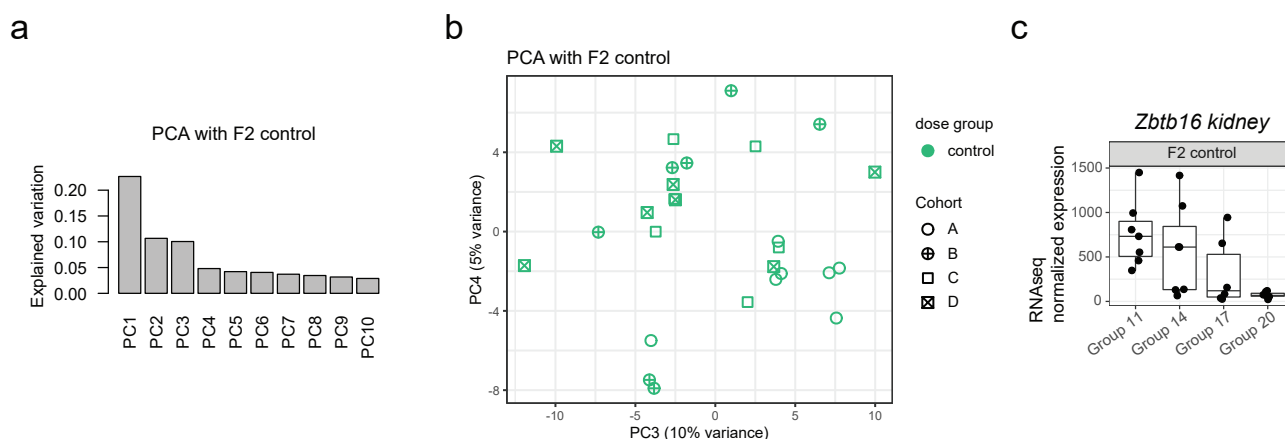

### Supplementary Fig. 7 - Cross-tissue (Kidney) RNAseq evaluation of transgenerational CCl<sub>4</sub>-mediated liver injury effects

**a**, PCA analysis giving the variance observed by PC1 to PC10. PC1 and PC2 were excluded as capturing technical variability in kidney tissue processing **b**, PCA plot showing PC3 vs PC4 with a trend of separating of cohort A (group 11, blank circles) samples of naïve origin **c**, Exemplary gene *Zbtb16* under potential F0 influence, showing ancestral exposure related decrease in baseline expression in kidney vehicle treated samples (group 11, 14, 20 n=7, group 17 n=6). Visualization of RNAseq gene expression (y-axis, size-factor normalized counts) for each sample (black points, one sample per animal evaluated) by treatment group across cohorts A-D (x-axis, in each box plot the median (central line) and the lower and upper quartiles (box limits) are displayed. Whiskers extend to the maximal and minimal value or, if exceeded, to max. the 1.5 × inter-quartile range. Black points represent individual animal values of one sample per animal. Source data are provided as a **Source Data** file.). *Zbtb16* was equally found differentially expressed in liver (**Fig 5** and **Fig 6**), potentially highlighting common germline transmitted effects affecting various tissues.

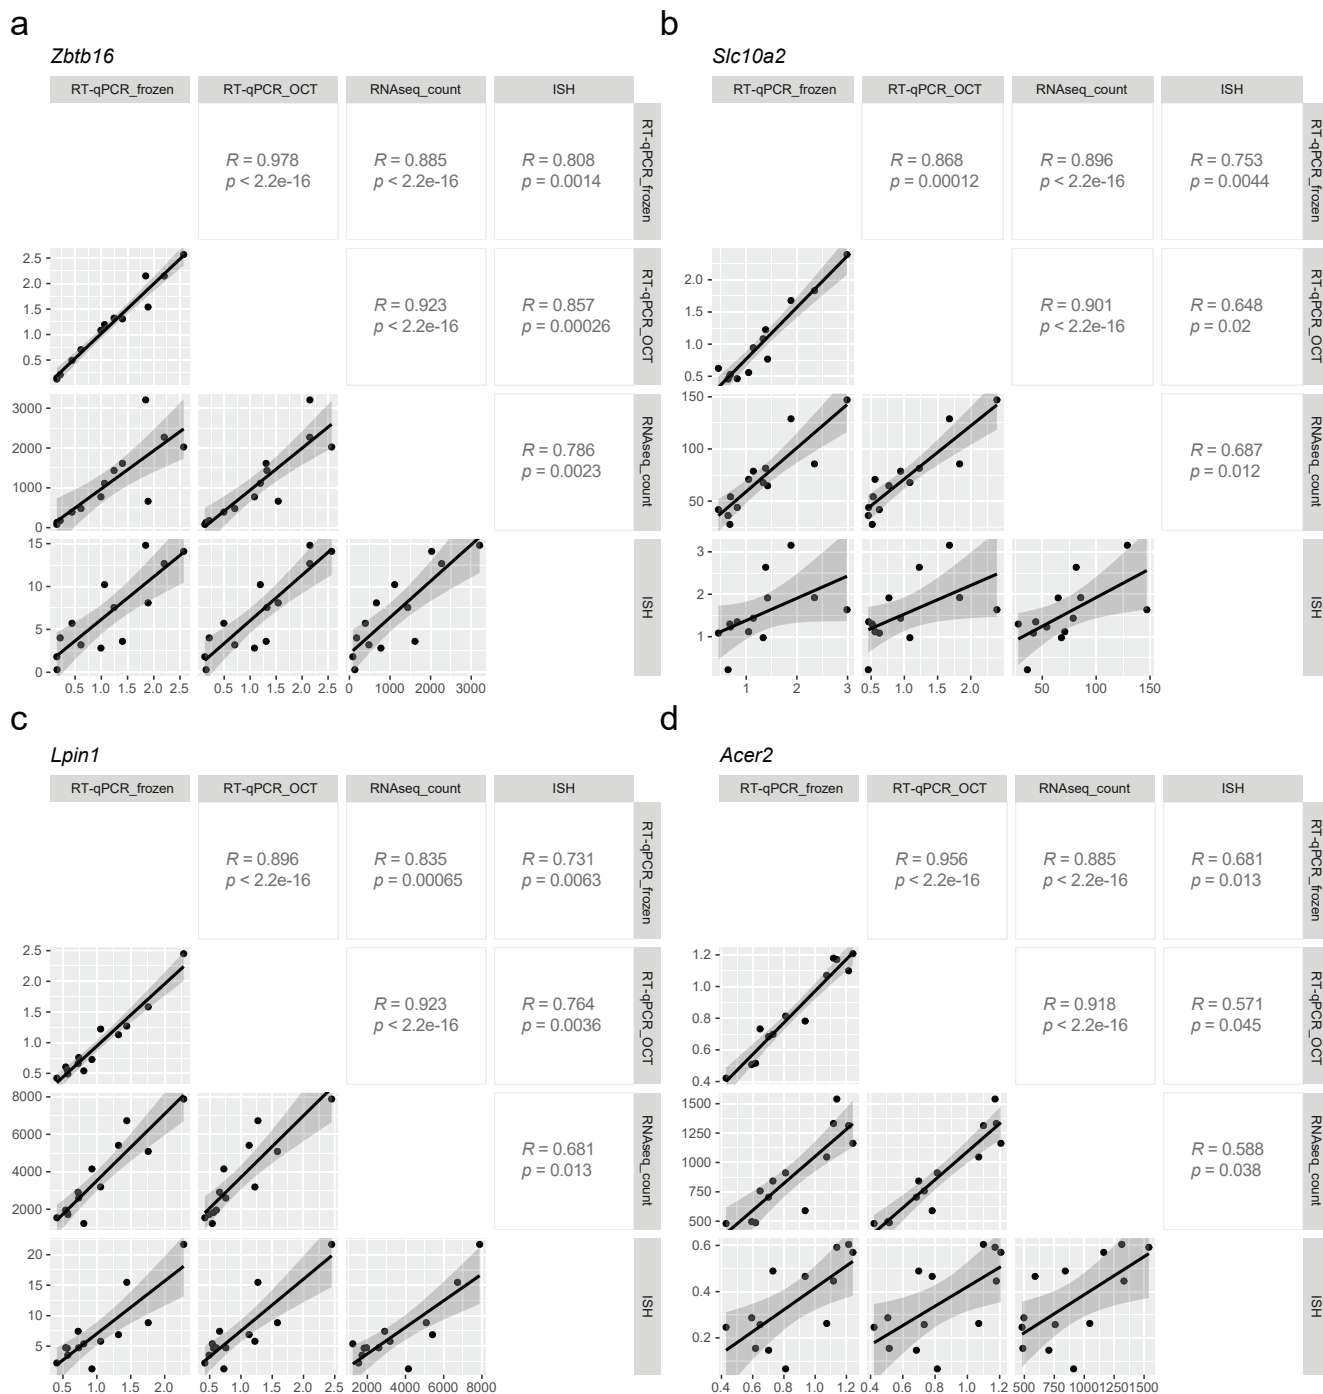

**Supplementary Fig. 8 - Cross-readout correlation analyses of a subset of genes influenced by ancestral liver injury in F2 male offspring**

**a-d**, Correlation plots for RNAseq, RT-qPCR from frozen samples, RT-qPCR from OCT samples and ISH data for *Zbtb16* (**a**), *Slc10a2* (**b**), *Lpin1* (**c**), *Acer2* (**d**). (group 11 n=7, group 17 n=6). For each animal (points) values on x- and y-axis show measurements from methods indicated in the axis labels. The black line visualizes the linear regression line and the shaded areas the 95% confidence interval regions. Rank based measure of association is estimated using Spearman statistics as indicated by the correlation coefficient (R) and significance level (p).

---

## **Supplementary Methods**

This document provides original study protocol content, with detailed study information: test article, experimental animals, animal husbandry, treatment, mating, culling. Details on various study schedules are provided for each generation. The sampling and endpoints schemes are provided. The full study pedigree tracing is illustrated and detailed as Appendix 1. The F2 group randomized dosing and necropsy scheme is provided as Appendix 2. This document is complementary to Methods.

A three times weekly carbon tetrachloride (CCl<sub>4</sub>) oral (gavage)  
multi-generational investigational pharmacology and toxicology  
study in Sprague Dawley rats

## **Original Study Protocol**

The study sponsor is Novartis Pharmaceuticals Corporation, East Hanover, New Jersey 07936. The study is being conducted within the East Hanover facility in accordance with the Novartis Animal Care and Use Committee (NACUC) generic protocol TX 4039.

## 1 Material and methods

**Table 1-1 Control article/vehicle**

**Table 1-2 Test article**

**Table 1-3 Dosage form**

### 1.1 Test system

#### 1.1.1 Experimental animals

**Table 1-4 Animal information**

### **1.1.2 Animal quarters/husbandry/animal identification**

Animal caging/animal identification:

Solid bottom caging. 2 or 3 per cage of the same sex except during the mating and lactational periods; 1 male and 1 female co-housed during mating periods; females individually housed with their litters during lactational periods. During gestation, females will be housed 2-3 per cage. On or before Day 20 gestation, animals will be single housed in preparation for parturition. Microchip implants will be used to identify animals on or before Day 21 post partum days of age and older, unless noted otherwise. Prior to 21 days of age, pups will be marked with indelible marker within each litter as needed.

Environmental room conditions (temperature, humidity, lighting), diet, water and enrichment will be performed per facility practices for the test species.

## **1.2 Study design, animal allocation and activity schedule**

### **1.2.1 Animal allocation**

For the F0 generation, animals deemed acceptable for use on study based on the pretest examinations will be randomized to groups via a computer program based on body weight.

For F1 generation selection, males will be randomly selected from available F0 litters on day 21 post partum at the time of weaning. At least two male pups/F0 litter will be selected to comprise the F1 generation. If at least 2 male pups/F0 litter are not available and/or there are not enough F0 litters to select 12 males/group for the F1 generation, additional pups from available litters will be selected (no more than 3 male pups from any one litter). Pup selections will be documented. No more than 1 pup from each F0 litter will be assigned to any F1 dose group, if possible. If insufficient numbers of pups are available, a maximum of 2 pups from a F0 litter may be assigned to an F1 dose group and will be documented in the raw data.

For F2 generation selection, males will be randomly selected from available F1 litters. Three pups/F1 litter will be selected to comprise the F2 generation. If 3 pups/F1 litter are not available and/or there are not enough F1 litters to select 20 pups/group for the F2 generation, additional pups from available litters will be selected (no more than 4 pups from any one litter) and documented. No more than 1 pup from each F1 litter will be assigned to a any F2 dose group, if possible. If insufficient numbers of pups are available, a maximum of 2 pups from a F1 litter may be assigned to an F2 dose group and will be documented in the raw data.

All female animals used in the study were naïve and not derived from F0 or F1 litters.

Animal replacement (if needed), will be documented by the Principal Investigator in the raw data.

The full study pedigree tracing is illustrated and detailed in Appendix 1.

## 1.2.2 Study design

### Duration of CCl<sub>4</sub> administration

Doses will be administered using glass syringes.

### Mating

Animals in each group will be cohoused 1 female:1 male and mating will continue for up to two weeks. Females will be checked daily for confirmation of mating. Mating will be considered to have occurred when sperm is observed in the vaginal washing and/or a vaginal plug is observed (designated as gestation day 0). Once mating has occurred, females will be returned to their home cages. The mating period may be extended if necessary. The decision to extend the mating period will be made and documented by the principal investigator.

Sibling F1 matings will be avoided and mating pairs will be documented.

At the end of the mating period, sperm-negative females (defined as females for which sperm in the vaginal washing and/or a vaginal plug was not observed) will be returned to their home cages.

### Culling

On day 4 post partum (litters may also be culled in the afternoon of day 3 post partum or the morning of day 5 post partum if day 4 post partum is on a weekend) , all F0 and F1 litters will be randomly culled to 8 pups/litter for the F1 and F2 generations, respectively. Male pups will be preferentially retained. If 8 males/litter are not available, female pups will be retained to create a litter of 8 pups. If there are less than 8 pups in a litter, the litter will not be culled. Pups will be individually identified on or before Day 21 post partum with a microchip.

### Terminal Euthanasia

All adult animals and pups Day 21 post partum and older will be euthanized via CO<sub>2</sub> or isoflurane anesthesia followed by exsanguination. Any live fetuses resulting from early euthanasia of gestating females will be euthanized via decapitation. Pups aged Day 0 post partum up to and including Day 20 post partum will be euthanized via an intraperitoneal

injection of a sodium-pentobarbital-based euthanasia solution (150 mg/kg) followed by exsanguination.

Males:

Pups culled on Day 4 post partum: Day 4 post partum

F0 and F1 males selected for dosing: Approximately 2 weeks after the end of the mating period (approximately 4-weeks following the last dose).

F1 males not selected for dosing: After completion of animal selection for the dosing phase

F2 males not selected for dosing: After completion of animal selection for the dosing phase

F2 males selected for dosing: Approximately 24 hours following the last dose.

Females:

Pups culled on Day 4 post partum: Day 4 post partum

F0 and females mated to F1 males producing litters: Following weaning of their litters on day 21 post partum and at the direction of the principal investigator. Fifteen days after the end of the mating period for females not found sperm positive which are palpated not pregnant and at the discretion of the principal investigator.

F1 female pups: Day 21 post partum at weaning

F2 females: Day 21 post partum at weaning

**Table 1-5 Study design, animal allocation and doses for F0 animals**

\*Males only will be dosed; females will not be dosed

**Table 1-6 Study design, animal allocation and doses for F1 animals**

\* Males only will be dosed; females will not be dosed

**Table 1-7 Study design, animal allocation and doses for F2 animals**

### 1.2.3 Administration of test and control articles

Route and frequency: Orally, via gavage using glass/non-reactive polypropylene syringes, three times weekly for 6 weeks for F0, F1 and F2 males (i.e., days 1, 3, 5, 8, 10, 12, 15, 17, 19, 22, 24, 26, 29, 31, 33, 36, 38).

Justification for route: The oral route has been used in previous studies of this type.

#### 1.2.4 Study activities

Study activities will be performed as indicated in the study schedules below.

Veterinary treatments or other actions (including euthanasia) will be approved by the Principal Investigator/designee in consultation with a Veterinarian and documented in the raw data.

**Table 1-8 Study schedule F0 generation**

**Table 1-9 Study schedule F1 generation**

**Table 1-10 Study schedule F2 generation**

\*Animals will be necropsied approximately 24 hours after the last dose administration.

### 1.2.5 Sampling

Animals will be anesthetized and blood will be sampled from animals fasted overnight (less than 24 hours).

**Table 1-11 Sampling schedule**

Blood will be collected at the end of the dosing period (approximately 24 hours after dose administration all groups) and prior to necropsy (groups 1, 2, 7 through 10) and processed to serum or plasma within 30 minutes of collection. The resultant serum will be divided approximately equally into 3 aliquots, snap frozen and retained frozen at  $\leq -60^{\circ}\text{C}$ . The resultant plasma will be divided approximately equally into 2 aliquots, snap frozen and

retained frozen at  $\leq -60^{\circ}\text{C}$ . Urine samples will be collected, divided into 3 approximately equal aliquots and stored frozen at  $\leq -60^{\circ}\text{C}$ .

#### **1.2.6 Male epididymal sperm collection at necropsy**

The epididymis (left and right) will be isolated for the collection and isolation of sperm for scheduled euthanasia F0, F1 and F2 dosed males only (detailed protocol for collection and isolation of sperm via swim-out and swim-up available upon request). Samples will not be collected from unscheduled euthanasia dosed males or animals not selected for dosing. The resulting samples will be divided into four aliquots prior to snap freezing. The sperm aliquots will be stored and transferred to Biobanking Sample Management for possible analyses.

#### **1.2.7 Male testicular sperm counts**

The left testes will be collected, decapsulated, weighed and frozen at necropsy for sperm count evaluations.

#### **1.2.8 Necropsy, tissue sampling, organ weights and histopathologic processing**

**F0, F1 and F2 males selected for dosing:** Euthanasia and terminal blood collections will be performed per laboratory procedures. Necropsies will be performed with a recording of macroscopic abnormalities. Liver weights will be recorded at necropsy.

Representative tissue samples will be taken and processed to H&E-stained tissue sections from all animals. Controlled fixation will be performed for all tissues collected. Tissue(s) from unscheduled necropsies will be processed at the discretion of the study pathologist. Additional tissues may be collected and/or processed, and other stains or procedures (e.g., TEM, Sirius red staining, images) may be used at the discretion of the study pathologist. Controlled fixation and storage of specimens will follow appropriate laboratory procedures, unless directed otherwise.

**Pups culled on Day 4 and 21 post partum:** Euthanized and discarded.

**F0, F1 and F2 females, F1 and F2 males not selected for dosing (excluding animals culled at Day 4 and 21 post partum):** Euthanasia will be performed per laboratory procedures. Necropsies will be performed with a recording of macroscopic abnormalities. Organ weights will not be recorded, no tissues will be retained and the carcasses will be discarded.

#### **1.2.9 Microscopic examination**

All tissue sections processed will be examined and assessed with all observations being recorded in the raw data. Decedent animals will be processed and examined at the request of the study pathologist.

### **1.3 Tissue sampling**

Tissues will be collected per laboratory procedures, prepared & biobanked for possible analyses.

**Kidney:** Right collected for FFPE. Left collected for OCT (frozen) and snap-frozen sampling; timed fixation will be performed.

**Epididymides:** will be used for the collection/isolation of sperm (see 1.2.7)

**Liver:** One piece left lateral lobe and one piece median lobe for both FFPE and OCT (frozen); timed fixation will be performed. One piece left lateral lobe for snap-frozen sampling.

**Skin** (inguinal): both FFPE and OCT (frozen); timed fixation will be performed; skin will be shaved prior to the collection of tissues for snap-frozen sampling.

**Testis:** Right of the first five animals/group (6 animals/group for F0 and F1) collected in Davidson fixative (simple immersion) for hematoxylin-PAS histology. Right of the last five animals/group (6 animals/group for F0 and F1) fixed in 4% PFA in PBS (with small volume of formalin injected on one pole of each testis) for approximately 24 hours followed by several rinses with 70% ethanol and stored at 4°C in 70% ethanol until processed. In the event of multiple early deaths, animals may be re-assigned. Left (all animals) collected, decapsulated weighed and frozen for subsequent sperm count.

## 1.4 Clinical pathology

### Clinical Biochemistry parameters

\*measured only if total bilirubin in serum exceeds 5 µmol/L

## Appendix 1

### Detailed multigenerational pedigree tracing

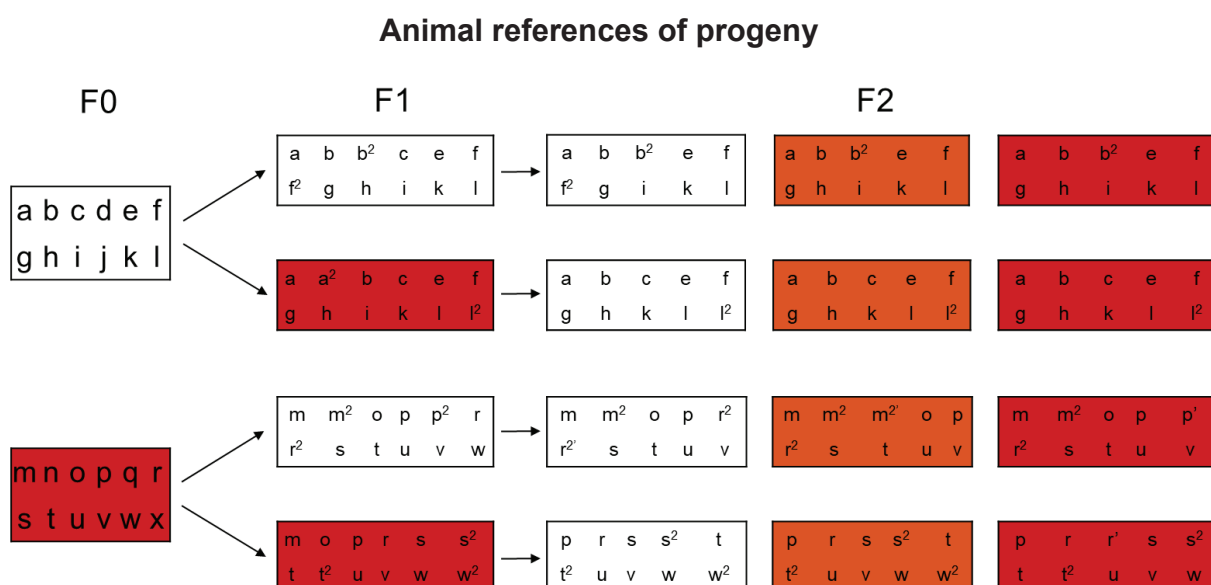

Schematic representation of pedigree tracing. Animal allocation in the different treatment groups illustrated with a letter for each F0 male and its corresponding offspring. If more than one pup was allocated to the same treatment group, the second one is marked with <sup>2</sup> in F1 and ' in F2.

### F1 Animal number progeny and litter tracing

### F2 Animal number progeny and litter tracing

**Appendix 2****Staggering and randomization scheme for F2 dose-response treatment**

# Supplementary material for: Unaltered hepatic wound healing response in male rats with ancestral liver injury
**Source:** Nat Commun. 2023 Oct 10;14:6353. doi: 10.1038/s41467-023-41998-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1. Clinical observations, clinical pathology and pathology

This document gives a detailed description of clinical findings (mortality, clinical observations, body weight, food consumption in F0-F2), clinical pathology (F0-F2) and microscopic histo-pathology evaluation (F2). This data extends on the data presented in Fig. 1 (F0, F1 generations) and Fig. 2 (F2 generation).

### Supplementary Data 2. Gene lists and GO term analysis of the various gene sets under ancestral liver injury influence

- Tab '*1523 genes F0*': The 1523 genes whose liver expression correlated with F0 treatment history: For each of the 1523 genes, a subset of DESeq2 statistics is provided as follows. From the model with design  $\sim F0 + F1 + F2$ , the estimated base mean expression of the gene (column "baseMean"), as well as the estimated log2 fold-changes contributed via F0 (column "F0\_log2FC") and F1 (column "F1\_log2FC") treatment history and the corresponding FDR of the effect sizes ("F0\_FDR" and "F1\_FDR") are provided. From the model with design  $\sim \text{group}$ , the estimated log2 fold-changes and FDR for the contrast of animal group A vs C (columns "AvsC\_log2FC" and "AvsC\_FDR", respectively) and for the contrast of animal group A vs D (columns "AvsD\_log2FC" and "AvsD\_FDR", respectively) are provided.
- Tab '*1523 genes GO F0\_SuppFig5*': GO term over-representation analysis of the 1523 gene set: This table lists the summary statistics of the Gene Ontology (GO) term over-representation analysis of the 1523 gene set for all GO terms achieving cutoffs of p-value < 0.1 and q-value < 0.2. For each GO term hierarchy (column "ONTOLOGY"), the GO term ID and description are provided. The column "GeneRatio", gives the ratio of the number of F0-associated genes (also in column "count") over the number of GO-term annotated genes. The column "BgRatio" gives the number of GO-term annotated genes among all genes annotated in the hierarchy. The gene names of genes overlapping with the GO-term are provided in column "geneID". The remaining columns provide the different significance quantifications. This table was used to build the representation in Supplementary Fig 5.
- Tab '*69 genes F0\_F1*': 69 genes whose liver expression correlated with F0+F1 cumulative treatment history: A subset of Tab '*1523 genes F0*'. Selection of the 69 genes as described in the main text.
- Tab '*69 genes GO F0\_F1\_Fig5d*': GO term over-representation analysis of 69 gene set: This table lists the summary statistics of the Gene Ontology (GO) term over-representation analysis of the 69 gene set for all GO terms achieving cutoffs of p-value < 0.1 and q-value < 0.2. Same format as Tab '*1523 genes GO F0\_SuppFig5*'. The table was used to build the representation in Fig. 5d.
- Tab '*66 genes F0\_kidney*': 66 genes whose kidney expression correlated with F0 treatment history: For each of the 66 genes, a subset of DESeq2 statistics is provided in the same format as for Tab '*1523 genes F0*'.

### Supplementary Data 3. Table for all study biochemistry data

This document provides the full panel of values obtained for the complete set of 26 clinical pathology and biochemistry markers assessed across all treatment groups of the F0, F1 and F2 generations. The data was obtained as described in Supplementary Methods and Supplementary Data 1.

# Supplementary material for: Unaltered hepatic wound healing response in male rats with ancestral liver injury
**Source:** Nat Commun. 2023 Oct 10;14:6353. doi: 10.1038/s41467-023-41998-w
**Supplement:** Supplementary file 4 — Supplementary Data 1

## **Supplementary Data 1**

This document gives a detailed description of clinical findings (mortality, clinical observations, body weight, food consumption in F0-F2), clinical pathology (F0-F2) and microscopic histopathology evaluation (F2). This data extends the data presented in Fig. 1 (F0, F1 generations) as well as Fig. 2 and Fig. 3 (F2 generation).

A three times weekly carbon tetrachloride (CCl<sub>4</sub>) oral (gavage) multi-generational investigational pharmacology and toxicology study in Sprague Dawley rats

**Clinical observations, clinical pathology and pathology**

# **1 Clinical observations, clinical pathology and pathology**

## **1.1 F0 generation**

### **1.1.1 Clinical findings, body weight, food consumption**

#### **Mortality**

Animal no. 2005 was found dead on day 41 (following 18 50% CCl<sub>4</sub> dose administrations). Prior to its death, this animal had a pale appearance, decreased motor activity, chromorhinorrhea, salivation and piloerection. Necropsy revealed fluid in the abdominal cavity. All other animals survived until scheduled necropsy.

#### **Clinical Observations**

Clinical signs of potential toxicity associated with administration of CCl<sub>4</sub> were observed in the majority of animals after approximately 4 weeks of three times weekly dosing and included salivation, piloerection, muzzle staining and/or decreased motor activity.

#### **Body Weight**

For animals administered 50% CCl<sub>4</sub> (group 2), mean body weight gains were statistically reduced compared to the control group (9-45%) for the entire dosing period. There was improvement over the course of the treatment period with the most significant reductions compared to the control occurring in the first 2 weeks of dosing. The reduction in gains led to statistically reduced (up to 10%) mean body weights compared to the control group during the dosing period, however, at the end of the dosing period mean body weight was only reduced 1.6% compared to the control.

#### **Food Consumption**

For animals in group 2 administered 50% CCl<sub>4</sub>, food consumption was statistically reduced (3-22%) compared to the control group at most intervals during the first 5 weeks of dosing. Toward the end of the dosing period, there appeared to be a rebound phenomenon with statistically significant increases (12-19%) in food consumption compared to the control group.

### **1.1.2 Clinical Pathology**

Mean change of group 2 was compared to mean change of group 1 to determine and quantify compound related changes.

Compound related changes were seen starting on day 39 and included changes that were suggestive of hepatobiliary perturbation (minimal to marked increase in alanine aminotransferase, aspartate aminotransferase, alkaline phosphatase and bilirubin due to increase in both, direct and indirect bilirubin). The enzymes activities were with highest magnitude on day 39, compared to control, and decreased towards control values until day 74. Additional changes seen on day 39 included minimal increase in urea, and decrease in globulins, albumins and total protein

On day 74, animal no. 2004 had mild increase in alanine aminotransferase, aspartate aminotransferase, total bilirubin, cholesterol and decrease in albumin.

**Table 1-1 Changes seen in F0 rats, administered 50/50 CCl<sub>4</sub> and oil**

| Parameters                                 | Day       | 50/50 CCl <sub>4</sub> / oil |
|--------------------------------------------|-----------|------------------------------|
| <b>Aspartate aminotransferase</b><br>(AST) | <b>39</b> | +4132%                       |
|                                            | <b>53</b> | +39%                         |
|                                            | <b>74</b> | +49%                         |
| <b>Alanine aminotransferase</b><br>(ALT)   | <b>39</b> | +6430%                       |
|                                            | <b>53</b> | +101%                        |
|                                            | <b>74</b> | +100%                        |
| <b>Alkaline phosphatase</b><br>(ALP)       | <b>39</b> | +293%                        |
|                                            | <b>53</b> | +63%                         |
|                                            | <b>74</b> | +34%                         |
| <b>Total Bilirubin</b><br>(BILI)           | <b>39</b> | +1823%                       |
|                                            | <b>53</b> | +69%                         |
|                                            | <b>74</b> | +62%                         |
| <b>Total protein</b><br>(TP)               | <b>39</b> | -9%                          |
|                                            | <b>53</b> | -8%                          |
|                                            | <b>74</b> | -                            |
| <b>Albumin</b><br>(ALB)                    | <b>39</b> | -7%                          |
|                                            | <b>53</b> | -11%                         |
|                                            | <b>74</b> | -                            |
| <b>Globulin</b><br>(GLOB)                  | <b>39</b> | -12%                         |
|                                            | <b>53</b> | -                            |
|                                            | <b>74</b> | -                            |
| <b>Urea</b><br>(UREA)                      | <b>39</b> | +35%                         |
|                                            | <b>53</b> | +6%                          |
|                                            | <b>74</b> | +9%                          |

Day 39: sampling at peak fibrosis; day 53: sampling after 2 weeks recovery; day 74: sampling at necropsy

## 1.2 F1 generation

### 1.2.1 Clinical findings, body weight, food consumption

#### Mortality

All animals survived until scheduled necropsy.

#### Clinical Observations

Clinical signs considered related to administration to 50% CCl<sub>4</sub> were observed in the latter portion of the dosing period for animals in groups 8 and 10 (generally after 3 weeks) and included isolated

incidences of chromorhinorrhea, muzzle staining, piloerection, salivation and unkempt fur. Clinical signs occurred with similar incidence and frequency in groups 8 and 10. All other clinical signs noted were considered incidental to treatment with CCl<sub>4</sub>.

## Body Weight

Body weight loss (relative to dosing day 1) occurred in the majority of group 8 and 10 animals (50% CCl<sub>4</sub>) between days 1-4 and in individual animals through day 43. Mean body weight gain was significantly reduced (-8 to -12%) in the group 8 and 10 animals compared the true vehicle control group (group 7) at all intervals through day 53. There were no clear differences between groups 8 and 10. For group 9 (administered the vehicle, male parents (F0) administered 50% CCl<sub>4</sub>) mean body weight gain was comparable to the concurrent true vehicle control (group 7).

## Food Consumption

Mean food consumption was reduced/statistically reduced through day 39 of the dosing period for animals in group 8 (-4 to -29%) and group 10 (-5 to -20%) compared to the true vehicle control group (group 7). For both groups 8 and 10, animals rebounded and were eating significantly more than the control group the remainder of the dosing period. There were no clear differences between groups 8 and 10. For group 9 (administered the vehicle, male parents (F0) administered 50% CCl<sub>4</sub>) food consumption was comparable to the concurrent true vehicle control (group 7) throughout the dosing period.

### 1.2.2 Clinical Pathology

Compound related changes seen on day 39, included changes suggestive of hepatobiliary perturbation (marked increase in alanine aminotransferase and aspartate aminotransferase, moderate increase in alkaline phosphatase and total bilirubin, both due to direct and indirect bilirubin). Additional changes include minimal to mild decrease in globulin, total protein cholesterol and mild increase in urea. On day 74 all parameters were comparable to control.

No clear F0 treatment related changes were seen when comparing group 9 vs 7 or group 10 vs 8.

**Table 1-2**      **Changes seen in F1 rats, administered 50/50 CCl<sub>4</sub> and oil**

| Parameters                                 | Day       | Group 8 | Group 10 |
|--------------------------------------------|-----------|---------|----------|
| <b>Aspartate aminotransferase</b><br>(AST) | <b>39</b> | +2472%  | +3871%   |
|                                            | <b>53</b> | +44%    | +14%     |
|                                            | <b>74</b> | -       | -        |
| <b>Alanine aminotransferase</b><br>(ALT)   | <b>39</b> | +5487%  | +7076%   |
|                                            | <b>53</b> | +93%    | +63%     |
|                                            | <b>74</b> | +55%    | -        |
| <b>Alkaline phosphatase</b><br>(ALP)       | <b>39</b> | +294%   | +276%    |
|                                            | <b>53</b> | +25%    | +39%     |
|                                            | <b>74</b> | -       | -        |

| Parameters                       | Day       | Group 8 | Group 10 |
|----------------------------------|-----------|---------|----------|
| <b>Total Bilirubin</b><br>(BILI) | <b>39</b> | +702%   | +649%    |
|                                  | <b>53</b> | +25%    | -        |
|                                  | <b>74</b> | -       | -        |
| <b>Total protein</b><br>(TP)     | <b>39</b> | -6%     | -8%      |
|                                  | <b>53</b> | -4%     | -3%      |
|                                  | <b>74</b> | -       | -        |
| <b>Globulin</b><br>(GLOB)        | <b>39</b> | -13%    | -13%     |
|                                  | <b>53</b> | -       | -5%      |
|                                  | <b>74</b> | -       | -        |
| <b>Cholesterol</b><br>(CHOL)     | <b>39</b> | -16%    | -26%     |
|                                  | <b>53</b> | -       | -        |
|                                  | <b>74</b> | -       | -        |
| <b>Urea</b><br>(UREA)            | <b>39</b> | +53%    | +55%     |
|                                  | <b>53</b> | -       | +5%      |
|                                  | <b>74</b> | -       | -        |

### 1.3 F2 generation

#### 1.3.1 Clinical findings, body weight, food consumption

##### Mortality

Animal no. 17005 (F2 Vehicle Control/F1 Vehicle Control/F0 50% CCl<sub>4</sub>) was euthanized moribund on day 30. Prior to euthanasia this animal was gasping and had chromodacryorrhea, decreased motor activity and muzzle swelling. Animal 19003 (F2 50% CCl<sub>4</sub>/F1 Vehicle Control/F0 50% CCl<sub>4</sub>) was found dead on day 8 (4 dose administrations) immediately post dose there were no clinical signs prior to death. The cause of death in this animal was considered to be associated with laceration of liver. All remaining animals survived until scheduled necropsy.

##### Clinical Observations

There were no differentiating clinical signs in the F2 vehicle control groups that were progeny of F0 or F1 generation parents administered CCl<sub>4</sub> (groups 14, 17 and 20) compared to the true control group (group 11). For groups administered 8% CCl<sub>4</sub> (groups 12, 15, 18 and 21) salivation was noted on one or more occurrences for multiple in animals in each group and one rat in group 15 had piloerection on one day. For groups administered 50% CCl<sub>4</sub> (groups 13, 16, 19 and 22) there was a slight increase in the frequency of salivation noted compared to the low dose of CCl<sub>4</sub>. In addition, one rat in group 13 (animal no. 13004) appeared thin and had chromorhinorrhea, staining around the mouth and muzzle and piloerection noted on multiple days in the latter portion of the dosing period (day 23 and later). In addition, animal no. 13002 had decreased motor activity on day 35 and rat no. 13006 had urine with apparent blood on day 29. One rat in group 22 (animal no. 22003) had apparent blood in the urine on day 36. There were no clear differences between the

groups based on whether the F0 and/or F1 generations were administered the vehicle or CCl<sub>4</sub> and all other clinical signs noted in these groups were considered incidental to F2 generation administration of CCl<sub>4</sub>.

### **Body Weight**

Dose-responsive effects occurred in mean body weight gains and mean body weight. Slight body weight loss occurred in a few animals in groups 12, 15, 18 and 21 (8% CCl<sub>4</sub>) from day 4 (relative to dosing day 1). Body weight gain (relative to dosing day 1) was slightly reduced compared to the true vehicle control (group 11) throughout the dosing period and on day 39 mean body weight gain was reduced 16, 24, 22 and 20% compared to the true vehicle control in groups 12, 15, 18 and 21, respectively. Mean body weights were slightly reduced compared to the true control group (2.5-6%) on day 39 for the animals in groups 12, 15, 18 and 21. For animals administered the 50% CCl<sub>4</sub> dose (groups 13, 16, 19 and 22), body weight loss occurred in the majority of animals on days 1-4 and mean body weight gains were significantly reduced compared to the true vehicle control throughout the dosing period (26-92%). On day 39, mean body weight was reduced compared to the true vehicle control group 11-16%, for groups 13, 16, 19 and 22. There were no clear differences between the treated groups at either CCl<sub>4</sub> dose attributable to the treatment of the prior generations. There were no clear differences in mean body weight gain or mean body weights between the true vehicle control group and groups 14, 17 and 20 (F2 generation administered the vehicle; F0 and/or F1 generation administered 50% CCl<sub>4</sub>).

### **Food Consumption**

Food consumption was reduced in a dose-dependent manner associated with the dose-dependent reduction in body weight parameters as indicated above. For animals administered the 8% CCl<sub>4</sub> dose, food consumption was significantly reduced (11-14%) compared to the true vehicle control group (group 11) on day 4 for groups 12, 15 and 21 and reduced (-9%) for group 18. In general, food consumption remained slightly reduced compared to the control throughout the dosing period (up to 12%) with the exception of day 25 for group 15 when food consumption was significantly reduced compared to the control group (14%). For animals administered the 50% CCl<sub>4</sub> (groups 13, 16, 19 and 22) food consumption was significantly reduced (19-30%) throughout the dosing period compared to the true vehicle control group. The reductions were significant on days 11, 25 and/or or 32 (up to 36% reduced compared to the control). There were no clear differences in the CCl<sub>4</sub>-treated animals attributable to the treatment in prior generations and food consumption for the control groups with prior CCl<sub>4</sub> exposure in the F0 and/or F1 generations (groups 14, 17 and 20) was comparable to the true vehicle control.

### **1.3.2 Clinical Pathology**

Dose related response (comparing group 12 & 13 vs 11, 15 & 16 vs 14, 18 & 19 vs 17, 21 & 22 vs 20): In all groups, compound related changes were dose related and included marked increase in alanine aminotransferase and aspartate aminotransferase, moderate increase in alkaline phosphatase and total bilirubin (both direct and indirect) and minimal increase in urea. In addition, in the high dose groups there was decrease in glucose and increase in creatinine.

Cross generation related changes (comparing group 17 vs 11, 18 vs 12, 19 vs 13, 20 vs 14, 21 vs 15, 22 vs 16): No clear cross generation related changes were seen in any evaluated clinical pathology parameter.

### 1.3.3 Liver F2 – Pathology – microscopic observations

Administration of carbon tetrachloride in animals from groups 12, 15, 18 and 21, dosed at 8% CCl<sub>4</sub> resulted in mild liver changes (degenerative and fibrotic), affecting in similar manner all animals, regardless of the generation trait. Consistently, administration of higher doses of carbon tetrachloride in animals from groups 13, 16, 19, and 22, dosed at 50% CCl<sub>4</sub>, resulted in a combination of severe liver changes (degenerative, fibrotic and hyperplastic) affecting in a similar manner all animals, with no generational trait modulation.

Liver findings were described as centrilobular fibrosis, hepatocyte vacuolation, hepatocellular degeneration/necrosis, hepatocellular regenerative hyperplasia, hepatocyte karyomegaly, hepatocyte altered cellular foci, biliary hyperplasia and pigment deposits. In details:

- 1) Minimal to marked centrilobular fibrosis, often bridging and dissecting lobules, was seen in all animals receiving CCl<sub>4</sub>, dose-related in terms of severity, however with similar severity within the same dose level, regardless of the generational traits. In animals receiving 8% CCl<sub>4</sub>, the finding appeared to run along the “pericentral areas” of the hepatic acinus, rather than centrilobular space of the hepatic lobule. In animals receiving 50% CCl<sub>4</sub>, the fibrosis was rather diffuse, bridging centrilobular to periportal spaces and dissecting the lobules without a clear pattern.

**Table 1-3 Incidence and severity of CCl<sub>4</sub>-liver changes – Fibrosis**

| Organ    | Sex                     | Males                        |       |      |       |       |      |       |       |      |       |       |      |
|----------|-------------------------|------------------------------|-------|------|-------|-------|------|-------|-------|------|-------|-------|------|
|          |                         | Dose (oil:CCl <sub>4</sub> ) | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 |
| Group no |                         | 11                           | 12    | 13   | 14    | 15    | 16   | 17    | 18    | 19   | 20    | 21    | 22   |
| Liver    |                         | (10)                         | (10)  | (10) | (10)  | (10)  | (10) | (9)   | (10)  | (9)  | (10)  | (9)   | (10) |
|          | Fibrosis, centrilobular | 0                            | 10    | 10   | 0     | 10    | 10   | 0     | 10    | 9    | 0     | 9     | 10   |
|          | Mild                    | -                            | 6     | 2    | -     | 6     | 1    | -     | 7     | -    | -     | 6     | 2    |
|          | Moderate                | -                            | 4     | 4    | -     | 4     | 6    | -     | 3     | 6    | -     | 3     | 3    |
|          | Marked                  | -                            | -     | 4    | -     | -     | 3    | -     | -     | 3    | -     | -     | 5    |

- 2) Minimal to marked hepatocyte vacuolation, macro-microvesicular and mainly present in centrilobular (pericentral) position, was seen in all CCl<sub>4</sub>-treated animals. Minimal to mild microvesicular vacuolation, affecting hepatocytes in periportal position, was rather seen in some control animals, and control animals were also less affected in terms of incidence and severity.

**Table 1-4 Incidence and severity of CCl<sub>4</sub>-liver changes – Vacuolation**

| Organ                            | Sex | Males    |           |           |          |           |           |          |           |          |          |          |           |
|----------------------------------|-----|----------|-----------|-----------|----------|-----------|-----------|----------|-----------|----------|----------|----------|-----------|
| Dose (oil:CCl <sub>4</sub> )     |     | 100:0    | 92:8      | 50:50     | 100:0    | 92:8      | 50:50     | 100:0    | 92:8      | 50:50    | 100:0    | 92:8     | 50:50     |
| Group no                         |     | 11       | 12        | 13        | 14       | 15        | 16        | 17       | 18        | 19       | 20       | 21       | 22        |
| Liver                            |     | (10)     | (10)      | (10)      | (10)     | (10)      | (10)      | (9)      | (10)      | (9)      | (10)     | (9)      | (10)      |
| Microvacuolati<br>on, hepatocyte |     | <b>3</b> | <b>0</b>  | <b>0</b>  | <b>2</b> | <b>0</b>  | <b>0</b>  | <b>2</b> | <b>0</b>  | <b>0</b> | <b>5</b> | <b>0</b> | <b>0</b>  |
| Minimal                          |     | 1        | -         | -         | 2        | -         | -         | 2        | -         | -        | 4        | -        | -         |
| Mild                             |     | 2        | -         | -         | -        | -         | -         | -        | -         | -        | 1        | -        | -         |
| Vacuolation,<br>hepatocyte       |     | <b>0</b> | <b>10</b> | <b>10</b> | <b>0</b> | <b>10</b> | <b>10</b> | <b>0</b> | <b>10</b> | <b>9</b> | <b>0</b> | <b>9</b> | <b>10</b> |
| Minimal                          |     | -        | 7         | -         | -        | 5         | 1         | -        | 7         | 1        | -        | 8        | -         |
| Mild                             |     | -        | 3         | 6         | -        | 5         | 4         | -        | 3         | 4        | -        | 1        | 8         |
| Moderate                         |     | -        | -         | 3         | -        | -         | 5         | -        | -         | 3        | -        | -        | 2         |
| Marked                           |     | -        | -         | 1         | -        | -         | -         | -        | -         | 1        | -        | -        | -         |

- 3) Minimal to severe hepatocyte degeneration/necrosis, vacuolar, with hepatocyte displaying swelling and ballooning degeneration, mainly in centrilobular position, up to hepatocellular necrosis and loss, was seen in all CCl<sub>4</sub>-treated animals, and appeared dose-related in terms of severity. In animals receiving 8% CCl<sub>4</sub>, no differences were noted in similar manner for all animals, regardless of the generation trait. In animals receiving 50% CCl<sub>4</sub>, group 13 appeared to be slightly more affected than the remaining CCl<sub>4</sub>-treated groups, in terms of severity.

**Table 1-5 Incidence and severity of CCl<sub>4</sub>-liver changes – Degeneration/necrosis**

| Organ    | Sex                                      | Males                        |       |      |       |       |      |       |       |      |       |       |      |
|----------|------------------------------------------|------------------------------|-------|------|-------|-------|------|-------|-------|------|-------|-------|------|
|          |                                          | Dose (oil:CCl <sub>4</sub> ) | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 |
| Group no |                                          | 11                           | 12    | 13   | 14    | 15    | 16   | 17    | 18    | 19   | 20    | 21    | 22   |
| Liver    |                                          | (10)                         | (10)  | (10) | (10)  | (10)  | (10) | (9)   | (10)  | (9)  | (10)  | (9)   | (10) |
|          | Degeneration/<br>necrosis,<br>hepatocyte | 0                            | 10    | 10   | 0     | 10    | 10   | 0     | 10    | 9    | 0     | 9     | 10   |
|          | Minimal                                  | -                            | 4     | -    | -     | 5     | -    | -     | 6     | -    | -     | 5     | 1    |
|          | Mild                                     | -                            | 4     | 2    | -     | 4     | 4    | -     | 3     | 5    | -     | 3     | 1    |
|          | Moderate                                 | -                            | 2     | 4    | -     | 1     | 3    | -     | 1     | 3    | -     | 1     | 5    |
|          | Marked                                   | -                            | -     | -    | -     | -     | 2    | -     | -     | 1    | -     | -     | 2    |
|          | Severe                                   | -                            | -     | 4    | -     | -     | 1    | -     | -     | -    | -     | -     | 1    |

- 4) Minimal to severe biliary hyperplasia, with biliary channels running inside the fibrotic septa was seen only in rats receiving 50% CCl<sub>4</sub>. Rats from group 13 appeared to be slightly less affected than the remaining CCl<sub>4</sub>-treated groups, in terms of severity. One control animal from group 11 and one animal from group 21 had a minimal focal biliary hyperplasia, which was clearly different from the finding in the treated group, as it was focal in nature and not associated with fibrosis.

**Table 1-6      Incidence and severity of CCl<sub>4</sub>-liver changes – Biliary hyperplasia**

| Organ                        | Sex | Males    |          |           |          |          |           |          |          |          |          |          |           |
|------------------------------|-----|----------|----------|-----------|----------|----------|-----------|----------|----------|----------|----------|----------|-----------|
| Dose (oil:CCl <sub>4</sub> ) |     | 100:0    | 92:8     | 50:50     | 100:0    | 92:8     | 50:50     | 100:0    | 92:8     | 50:50    | 100:0    | 92:8     | 50:50     |
| Group no                     |     | 11       | 12       | 13        | 14       | 15       | 16        | 17       | 18       | 19       | 20       | 21       | 22        |
| <b>Liver</b>                 |     | (10)     | (10)     | (10)      | (10)     | (10)     | (10)      | (9)      | (10)     | (9)      | (10)     | (9)      | (10)      |
| Hyperplasia, biliary         |     | <b>1</b> | <b>0</b> | <b>10</b> | <b>0</b> | <b>0</b> | <b>10</b> | <b>0</b> | <b>0</b> | <b>9</b> | <b>0</b> | <b>1</b> | <b>10</b> |
| Minimal                      |     | 1        | -        | -         | -        | -        | -         | -        | -        | -        | -        | 1        | 1         |
| Mild                         |     | -        | -        | 4         | -        | -        | 2         | -        | -        | 2        | -        | -        | 3         |
| Moderate                     |     | -        | -        | 5         | -        | -        | 4         | -        | -        | 4        | -        | -        | 1         |
| Marked                       |     | -        | -        | 1         | -        | -        | 1         | -        | -        | 1        | -        | -        | 1         |
| Severe                       |     | -        | -        | -         | -        | -        | 3         | -        | -        | 2        | -        | -        | 4         |

5) Minimal to moderate hepatocellular regenerative hyperplasia, was seen in the majority of the rats receiving 50% CCl<sub>4</sub>. Additional changes, consistent with a hyperplastic process were also seen in most CCl<sub>4</sub> treated animals, and consisted of minimal to moderate hepatocyte karyomegaly, scattered through the parenchyma, and minimal to moderate hepatocyte altered cell foci. No obvious difference among the different generational traits was seen. None of these findings were seen in animals receiving 8% CCl<sub>4</sub>.

**Table 1-7      Incidence and severity of CCl<sub>4</sub>-liver changes – hyperplasia**

[illegible]

- 6) Minimal to mild histiocytic pigments, usually interstitially placed within fibrous septa, was seen in the majority of the rats receiving CCl<sub>4</sub>, at both doses, with a dose-relationship in terms of incidence and severity. No obvious difference among the different generational traits was seen, with group 21 showing the lowest incidence.

**Table 1-8 Incidence and severity of CCl<sub>4</sub>-liver changes – pigment**

| Organ    | Sex                          | Males                        |       |      |       |       |      |       |       |      |       |       |      |
|----------|------------------------------|------------------------------|-------|------|-------|-------|------|-------|-------|------|-------|-------|------|
|          |                              | Dose (oil:CCl <sub>4</sub> ) | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 | 50:50 | 100:0 | 92:8 |
| Group no |                              | 11                           | 12    | 13   | 14    | 15    | 16   | 17    | 18    | 19   | 20    | 21    | 22   |
| Liver    |                              | (10)                         | (10)  | (10) | (10)  | (10)  | (10) | (9)   | (10)  | (9)  | (10)  | (9)   | (10) |
|          | Pigment deposit, histiocytic | 0                            | 6     | 10   | 0     | 6     | 10   | 0     | 5     | 9    | 0     | 3     | 10   |
|          | Minimal                      | -                            | 6     | 6    | -     | 6     | 5    | -     | 5     | 2    | -     | 2     | 2    |
|          | Mild                         | -                            | -     | 4    | -     | -     | 5    | -     | -     | 7    | -     | 1     | 8    |

# Supplementary material for: Unaltered hepatic wound healing response in male rats with ancestral liver injury
**Source:** Nat Commun. 2023 Oct 10;14:6353. doi: 10.1038/s41467-023-41998-w
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

All data has been produced and analyzed in-house.  
Rat liver single cell RNAseq data was imported from GSE137869 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137869>) as detailed in the Methods of the manuscript and the data section below.

Data analysis

All visualizations and analyses were performed in R (version 4.1.1). Custom analysis scripts generated within the course of this work are publicly available and deposited under: <https://github.com/jperner/TGmanuscript>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA sequencing data originating from this study have been deposited in NCBI GEO under the accession code: GSE229524 (ADD LINK GEO) for liver and kidney

samples. Single cell RNA sequencing data analyzed in this study was accessed from NCBI GEO under the accession code: GSE137869 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137869>) and the sample sets GSM4331834 (young male) and GSM4331835 (old male) were selected and processed from count matrix as stated in the Methods section. A Data availability statement has been added to the manuscript and Source data are provided with this paper (Source Data Supplementary File).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

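Liver RNA was measured in 83 F2 male rats of 12 groups and kidney RNA in 27 vehicle males of 4 groups. Sample conditions, necropsy dates, litters and F0 sires were taken from the deposited sample descriptions and the paper. The groups held 7 males, apart from group 17 with 6. The dates of RNA isolation and the time of day of necropsy are not given for single animals.

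The authors sequenced stranded mRNA libraries as read pairs on a NovaSeq instrument, estimated transcript abundance with Salmon against the Ensembl rat transcripts and summed it per gene with tximport. The deposited tables hold estimated counts, rounded to whole numbers and not normalized, and average transcript lengths per gene and sample, which were used here as offsets only. The tables were checked for whole numbers, for library totals and for identical libraries, of which there were 0. Of 31998 identifiers, 7043 had no count in any liver library and 8217 none in any kidney library. The median library total was 38841895 counts in liver and 28089471 in kidney. A count of 0 in a library allows up to 3 counts, which is counting error only, so a fold change against a group at that limit is given as a lower bound. Within groups, the correlation of log2 CPM between libraries had a median of 0.979 over 246 pairs in liver (lowest 0.927) and of 0.981 over 78 pairs in kidney. Males of the same litter in other dose groups were slightly more alike than others (mean correlation of residuals 0.111 over 68 pairs, against 0.0113 for males of other cohorts on the same date).

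Calculations used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a summed count over 10 in at least 1 group were tested. Counts were normalized with TMM and fitted with edgeR's quasi-likelihood model. The dose effects, the cohort by dose interactions and the differences between vehicle groups were contrasts of group means, and the F0 and F1 effects were terms beside the F2 dose. Dose effects were called at an adjusted p under 0.1 and an absolute log2 fold change over 1, and F0 and F1 effects at an adjusted p under 0.1 and a mean normalized count over 50, with Benjamini-Hochberg adjustment over the genes tested. Principal components used DESeq2's variance-stabilized values of the 3000 (all liver samples) or 1000 most variable genes. Cohort A was compared with cohorts B to D on PC1 to PC4 by permutation of the cohort labels. For sets of 27 or 28 samples all 888030 or 1184040 splits were enumerated in place of the 100000 resamples that had been planned, and for the 83 liver samples 100000 resamples were drawn. Single genes were compared between vehicle groups by exact permutation tests on log2 normalized counts, two-sided.

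The tests were tested on simulated data with 200 changed genes. Counts were drawn independently for each male, with a spread set by the mean count and not by the single gene. Beyond the changed genes, no litter or date shared a deviation. The numbers of other calls may therefore be too low for the real samples. limma-voom recovered 184 of 200 F0 effects of 0.5 in liver with 20 other calls, and 163 in kidney with 17. DESeq2 recovered 200 dose effects with 19 other calls. The test of dates within cohorts recovered 200 with 27 other calls, and the fit with the 16 combinations of cohort and date as units recovered 200 F0 effects of 1 with 21 other calls, 187 effects of 0.5 with 18 and 20 effects of 0.25 with 1. In the same simulated counts with effects of 0.25, edgeR recovered 67 with 7 other calls.

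The alternatives were DESeq2's Wald test, DESeq2 or edgeR with average transcript lengths as offsets, edgeR with DESeq2's size factors, a filter on a mean count over 10 in a group or no filter, an adjusted p under 0.05, no minimum mean count, the necropsy date or the litter as a block, the F0 sire as a correlated block or as the unit, only the compared groups in the fit, the vehicle males alone and leaving out each necropsy date. The fits with the F0 sire used limma in place of edgeR. For principal components the alternatives were log2 CPM (prior count 2), the 500 most variable genes, all tested genes and length offsets. Leaving out dates in the comparisons of vehicle groups was added after seeing the data.

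The genes named are those the paper names, the members of the gene lists and, for each test, up to 3 genes with the largest change among those past the threshold with a mean normalized count over 50, with no overlap of the 2 groups or, for F0 effects, with the same sign in each combination of F1 treatment and dose. Symbols come from Supplementary Data 2 alone, and no symbol was inferred from an identifier. The lists were the exemplary genes, the stellate cell genes, Hells, the genes of DNA methylation (3 of 6 with an identifier), histone demethylases (8 of 24), ribosome biogenesis (27 of 48), clock genes of the day arm (4 of 7) and of the night arm (2 of 5) and glucocorticoid-induced genes (5 of 13). The planned tests of gene lists as sets were left out. Fewer than 80% of the members had an identifier in all of these lists except the exemplary genes, the stellate cell genes and Hells. The planned comparison of the fibrosis markers was left out because none of the 4 had one. The 4 fibrosis genes listed from the RT-qPCR assays have none either. Histology, serum, RT-qPCR, in situ hybridization, methylation and single-cell data are not in the deposited tables used here and were not re-derived.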

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

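The tests of collection round and clock phase for Zbtb16 in liver and of single libraries for the low-count genes were chosen only after the result was seen. Of 146 groups of values looked at for a sample far from the others, 13 had one, where chance gives 7.3.

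In liver, a male of group 12 (necropsy date 4) had a library total of 49469175 counts, where the other 6 had 35032899 to 39459216. ENSRNOG00000013090.7 stood at 1189 normalized counts in a male of group 22 (date 2), where the others had 263 to 415. Taken together with the values below, 10 liver libraries lay far from their group. A dose other than the one given was looked for with 1295 genes that the high dose changed alike in all 4 cohorts. Of the 10 libraries, 9 were nearest to their own dose and 1, the male of group 22 on date 2, was nearest to the low dose. Among all 83 libraries this held for 4, so a weak response to the high dose and another dose cannot be told apart. A library that deviates in most genes was looked for in the median correlation with its group. The value was below the 5th percentile of all libraries (0.921) for 1 of the 10, a male of group 22 on date 1 that lies at the percentile itself, which decides nothing. No biological explanation of the library total was tested.

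Clock genes stood out in 5 values. Dbp was at 417 normalized counts in liver in a male of group 13 (date 1; others 95.3 to 180) and at 1414 in a male of group 18 (date 1; others 102 to 233). A male of group 14 (date 1) had 2763 for Nr1d1 in liver (others 430 to 770), and in kidney 2182 for Nr1d1 (others 629 to 1015) and 1069 for Dbp (others 355 to 541). In 5 of these 5 values the other named clock genes put the same animal at the top of its group. All 5 were of date 1, and those of group 14 came from the same male. The clock index, the mean of the day arm less that of the night arm, also stood apart on other dates. It was 3.41 in a male of group 15 on date 4 (others at most 1.28) and 3.00 in a male of group 19 on date 2 (others at most 1.15). The highest liver index, 6.59, was that of a male of group 21 on date 1 (others at most 2.85). Indices that stood apart were therefore not confined to date 1, and whether they were more frequent on that date was not tested. Another time of day of tissue collection may lie behind the 5 values. A shifted rhythm of the animal, which the tests do not separate from the time of day, stays open. An error in the count of a single gene would not move the other clock genes.

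Zbtb16 in a high-dose male of group 13 (date 1) was at 60.0 normalized counts, where the others had 520 to 1422, and Lpin1 in a male of group 16 (date 2) was at 7883, where the others had 727 to 1977. In 2 of 2 of these libraries the glucocorticoid-induced genes lay at the same end of the group, the lowest for Zbtb16 and the highest for Lpin1, so a difference in glucocorticoid level may lie behind them. Lpin1 in kidney was at 139 in a male of group 17 (date 1), where the others had 232 to 293, and no explanation of this value was tested.

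A2m was listed at 0 in a male of group 15 (date 2; others 66.2 to 699), at 772 in a male of group 19 (date 4) and at 165 in a male of group 22 (date 1), where the other 6 males of both high-dose groups were listed at 0. If the strength of the response to CCl4 were behind this, these males would lie at the matching end of their group in the genes of the dose response, and this held for 0 of the 3. Reads that A2m shares with related genes stay open as an explanation and were not tested.

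The F0 effect differed between the doses for 248 genes (joint test of both interaction terms, adjusted p under 0.1), a result the paper does not report. Of these, 244 had a mean normalized count of 50 or less, with a median over all 248 of 1.28, and 8 of 50 splits with permuted F0 history gave as many, so the number alone is not beyond regrouped males. Against the vehicle males the interaction passed for 325 genes at the low dose and for 1 at the high dose. The counts of the 244 genes lay in few libraries: 3 males, of groups 17, 15 and 20 and all of date 1, held 45.1% of them. Without these 3 libraries 1 of the 244 genes kept an adjusted p under 0.1, and without 3 other libraries of the same groups 236 to 243 did (20 draws). The 3 libraries were chosen by the counts of these genes, so this shows that the calls rest on them and not what raised the counts. RNA from another organ in single libraries and a difference of these males cannot be told apart. Kidney RNA was argued against by the kidney libraries, where 9.02% of the 244 genes had a higher mean than in the 3 liver libraries (median 0.195 against 19.4, and 0.557 in the other liver libraries). No other organ was tested, and it stays open whether the F0 effect differs between the doses in any gene. An inherited difference was not tested apart from these libraries.

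Of the clock genes named in the lists, 6 had an F0 effect in liver, and the paper does not analyse them as clock genes. All 4 of the day arm were higher with F0 treatment (0.41 to 1.15 on the log2 scale, with Dbp at 1.15 and Nr1d1 at 0.97) and both of the night arm were lower (-0.40 and -0.26). In kidney the 4 were higher (median 0.48) and the 2 lower, with 0 of them past the threshold over all genes and 6 when adjusted over the lists alone. The symbols cover only genes that the study lists from these samples, so the list counts are not independent evidence. The clock index, the mean of the day arm less that of the night arm, was -0.83 ± 1.30 (SD, n = 21) in cohort A, -0.59 ± 1.45 (n = 21) in B, 0.17 ± 1.52 (n = 20) in C and 1.26 ± 1.62 (n = 21) in D in liver. In kidney the index was -1.42 ± 0.50 (n = 7) in A, -0.62 ± 1.71 (n = 7) in B, 0.09 ± 1.69 (n = 6) in C and 1.95 ± 1.21 (n = 7) in D. Within groups the index of a male's liver and kidney had Pearson's r of 0.87 (permutation p = 1e-05, the smallest the permutations can give; Spearman's rho 0.80; n = 27; 0.78 without the 2 extreme males; 0.89 within group and date; adjusted p = 3e-05 over 6 relations). A different time of day of collection between cohorts may lie behind the pattern. A change of the clock with F0 treatment moves both organs too, and the design gives no time of day to separate them.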

How the results depend on the processing

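No test below was chosen only after the result was seen, apart from leaving out dates in the comparisons of vehicle groups. The other alternatives were set before the data were examined. Over all results and alternatives, 179 counts and shares and 151 values of single genes kept their direction and their side of the threshold, or moved by less than 1.5 times for counts or the spread for shares, 94 counts or shares moved more, 4 gene results became stronger, 5 weaker and 2 reversed. The cause was not tested unless it is given. Tests of gene lists as sets and of the fibrosis markers were not run under any setting. Too few genes of the fibrosis markers and of most lists have an identifier.

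The dose effects in cohorts A, B and D kept counts within 1.5 times under all 9 alternatives, with 557 to 744 genes at the low dose and 3516 to 4317 at the high dose in cohort A. In cohort B the ranges were 532 to 717 and 4177 to 5167, and in cohort D 678 to 817 and 3586 to 4502. The high dose in cohort C gave 3297 to 4370. The low dose in cohort C fell from 848 to 438 with only the compared groups in the fit, to 461 with the litter as a block and to 525 at an adjusted p under 0.05, which is stricter by construction. In cohort C, 75.1% of the low-dose genes were higher, and 83.5% of 726 with DESeq2. With DESeq2 and length offsets 306 genes were changed in all 4 cohorts at the low dose and 2345 at the high dose.

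The interaction counts of 0 rose with DESeq2 to 6, 10 and 7 for cohorts B, C and D at the low dose and to 13, 13 and 25 at the high dose, and with length offsets as well to 6, 10 and 7 and to 17, 13 and 17. For cohort B at the high dose edgeR with length offsets gave 1 gene and a mean count over 10 gave 3.

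Between the vehicle groups of cohorts A and B, the 2 genes became 41 with DESeq2, 32 with DESeq2 and length offsets, 6 with size factors of DESeq2 in edgeR and 6 with a mean count over 10, 1 with edgeR and length offsets, 1 with no filter and 1 with the date as a block, and 0 with the F0 sire as a correlated block, 0 with only the compared groups and 0 at an adjusted p under 0.05. Of the 41 genes 82.9% were higher in cohort B, and of the 32 genes 81.2%, of the 6 with the other size factors 83.3%, of the 1 with length offsets 100% and of the 2 genes 50.0%. For cohorts A and C, the 52 genes became 184, 98, 79 with the other size factors (78.5% higher in cohort C), 10 with edgeR and length offsets, 30 with the date as a block, 19 with no filter, 2 with the sire block, 2 at an adjusted p under 0.05 and 0 with only the compared groups. Of the 184 and 98 genes 69.0% and 68.4% were higher. For cohorts A and D, the 1050 genes became 572 with edgeR and length offsets, 512 at an adjusted p under 0.05 and 1925 with only the compared groups. Leaving out each date gave 0 to 37 genes for cohorts A and B, 0 to 16 for A and C and 8 to 1304 for A and D, with 8 without date 4, 320 without date 1 and 569 without date 3.

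The 1392 F0 genes in liver became 153 in the vehicle males alone (140 shared), 826 with the F0 sire as the unit (771 shared) and 890 at an adjusted p under 0.05, and from 608 to 1149 when each date was left out, with 608 without date 4 (561 shared) and 874 without date 1 (721 shared). DESeq2 gave 1643 (1386 shared) and the sire block 982 (967 shared). In the vehicle males alone 143 had the same F1 direction. The 9 F1 genes became 18 with DESeq2, 19 with length offsets as well, 18 with the date as a block, 60 in the vehicle males alone and 2 with the sire block. The 137 graded genes became 69 with edgeR and length offsets, 69 with DESeq2 and length offsets and from 4 to 69 when each date was left out, with 4 without date 1, 29 without date 2, 69 without date 3 and 5 without date 4.

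In kidney the 2 F0 genes became 73 with DESeq2, 66 with length offsets as well, 7 with the date as a block, 1 with edgeR and length offsets, 1 with the sire block, 1 at an adjusted p under 0.05, 0 with the F0 sire as the unit and 0 with no filter, and 0 to 2 when each date was left out (0 without date 1, 2 or 4). The 0 genes shared with liver became 21 with DESeq2, 20 with length offsets as well and 1 with the date as a block.

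The share of PC1 was 53.7% over all liver samples, 40.0% with log2 CPM and 43.2% with all tested genes. It was 26.3% among the vehicle males with all tested genes, 10.6% and 14.1% at the low dose and 27.3% and 26.6% at the high dose with log2 CPM and all tested genes, and 12.0% in kidney with log2 CPM. The number of components among PC1 to PC4 that separated cohort A was 1 over all liver samples with all tested genes, in place of 0. With log2 CPM it was 0 for the vehicle males, 0 at the high dose and 0 in kidney, and with the 500 most variable genes 0 at the high dose, in place of 1 each. At the low dose it was 0 in all 4 alternatives.

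For single genes, Zbtb16 in kidney passed the threshold with DESeq2 (-2.16, adjusted p = 0.0212), with length offsets as well (-2.16, adjusted p = 0.0282) and with the date as a block (-2.22, adjusted p = 0.0283), and over all alternatives its adjusted p lay between 0.0212 and 0.374. Acer2 in kidney passed with DESeq2 (-0.28, adjusted p = 0.0897). In group 17 against 11, Acer2 no longer passed with edgeR and length offsets (adjusted p = 0.117), the sire block (0.111) and only the 2 groups (0.129), in a range of 0.0141 to 0.129. Slc10a2 (0.74) and Hells (0.33) no longer passed in the vehicle males alone. The F0 effect reversed its sign for Lpin1 in kidney with the F0 sire as the unit (-0.001, from 0.027) and for Slc10a2 in kidney with the sire block (0.012, from -0.069), and both lay near 0. The F0 effects of Zbtb16, Lpin1, Acer2, Ahr, Il17ra, Vegfa and Ski in liver kept their direction under all 10 alternatives. The F0 log2 fold change of Zbtb16 lay between -2.40 and -2.23 (adjusted p 2.58e-15 to 0.0400), of Lpin1 between -1.21 and -0.96 (9.99e-10 to 0.0533) and of Acer2 between -0.84 and -0.75 (1.96e-12 to 0.00797). The range of the adjusted p was 9.93e-05 to 0.0894 for Ahr, 2.35e-07 to 0.00961 for Il17ra, 1.07e-07 to 0.0916 for Vegfa, 2.31e-05 to 0.0706 for Ski and 0.00747 to 0.114 for Slc10a2.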

Differences from the paper's values

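The tests behind the values here were not chosen after the result was seen. The paper names tximport and DESeq2, and DESeq2 with length offsets is the alternative nearest to these. It gave the paper's 1523 F0 genes in liver and its 1304 with the same F1 direction. The differences in gene counts below therefore go with the choice of tool and offsets. The number of graded genes, those with an F0 effect, an F1 effect of the same direction and a difference of cohorts D and C from cohort A, was 137 here against the paper's 69. Of the alternatives set before the data were examined, edgeR with length offsets, DESeq2 with length offsets and leaving out necropsy date 3 each gave 69, and no filter on low counts gave 99, within 1.5 times. DESeq2 without offsets (157), the other size factors (154), a mean count over 10 (117), the date as a block (110), no minimum mean count (156) and leaving out date 1 (4), date 2 (29) or date 4 (5) did not come within it.

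The number of F0 genes in kidney was 2 against the paper's 66. DESeq2 with length offsets gave 66 and DESeq2 without them 73. The other alternatives set before the data were examined gave 0 to 7. The number of genes with an F0 effect in both organs was 0 against the paper's 20. DESeq2 with length offsets gave 20 and DESeq2 without them 21, and the other alternatives gave 0 or 1.

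The F0 log2 fold change of Ski in liver was 0.37 against the paper's 0.298 in Supplementary Data 2. It was 0.298 with DESeq2 and length offsets, 0.299 with edgeR and length offsets and 0.356 with the F0 sire as a correlated block, within the error. With DESeq2 without offsets (0.370), the other size factors (0.370), the date as a block (0.370), no filter (0.373), a mean count over 10 (0.377), the F0 sire as the unit (0.363) and the vehicle males alone (0.448) the difference stayed.

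The paper places Zbtb16 among the kidney genes with an F0 effect. Here its adjusted p was 0.237, and it passed the threshold with DESeq2, with DESeq2 and length offsets and with the necropsy date as a block. The paper states that PC1 of the low-dose males sets group 12 apart. The exact permutation p of PC1 was 0.0736 (0.162 after adjustment over 4 components). With length offsets it was 0.0307 (0.123 after adjustment), and with the other alternatives 0.159 to 0.413. With the 500 most variable genes PC3 had an exact p of 0.0148 (0.0592 after adjustment). After adjustment no component set group 12 apart under any of the 4 alternatives. The paper states that PC4 in kidney sets group 11 apart, together with PC3. The exact permutation p on PC4 was 0.522. On PC2 of the vehicle males, which the paper describes as separating group 11, 96.4% of the pairs of males lay in order.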

Other observations

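The tests of clock phase and of collection round for Zbtb16 in liver were chosen only after the result was seen. The same males were also split in other ways to count how often a result as large arises, with the real split included in each count.

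The splits of the dose effects and of the vehicle groups were fitted with only the 2 compared groups, and those of the interactions with cohort A and the other cohort alone, so the counts they are set against differ from those of the fit of all groups. For the dose effects, this fit gave 667, 643, 438 and 817 genes at the low dose in cohorts A to D and 4199, 5027, 3773 and 4095 at the high dose. As many were reached in 1 of 100 splits at the low dose in cohort A, 1 of 100 splits in B, 1 of 100 splits in C and 1 of 100 splits in D, and at the high dose 1 of 100 splits in A, 1 of 100 splits in B, 1 of 100 splits in C and 1 of 100 splits in D. For the interactions, the fit of 2 cohorts gave 476, 796 and 734 genes at an unadjusted p under 0.05 for cohorts B, C and D at the low dose and 1296, 898 and 1707 at the high dose. As many were reached in 49 of 50 splits for cohort B, 41 of 50 splits for C and 22 of 50 splits for D at the low dose, and in 12 of 50 splits, 37 of 50 splits and 9 of 50 splits at the high dose. In these fits, differences between cohorts in the response to CCl4 were not beyond those of regrouped males.

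Between vehicle groups, 1 of 100 splits gave as many genes as cohorts A and D (1925 in this fit), while for cohorts A and B and for A and C this fit gave 0 genes, which 100 of 100 splits and 100 of 100 splits reach by construction, so these counts say nothing about the 2 and 52 genes of the fit of all groups. For the F1 effect 4 of 50 splits gave as many genes, and for the graded genes 1 of 24 splits. In kidney 1 of 100 splits gave as many F0 genes with edgeR, and 2 of 50 splits with DESeq2 and length offsets, where another split reached 295 genes.

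The F0 effect in liver was compared with F0 treatment dealt out in 3 ways. With males permuted within F1 treatment and dose, 1 of 50 splits gave as many genes, and with whole F0 sires permuted 1 of 50 splits (at most 284 genes in the others). With the males of a cohort on a necropsy date moved together, 3 of 50 splits gave as many, and another of these reached 1646 genes. Shared F0 sires were argued against as the source of most F0 genes. With the sire as a correlated block 69.5% of them (967) passed, and with the sire as the unit 771 did. Both fits used limma and not edgeR, so the part of the tool in the loss is not known. The block took a single correlation for all genes, so sire effects on single genes stay open. A difference in library size was argued against too, since 81.1% of the F0 genes outside the clock genes remained with the library size in the fit. The round of collection, that is the males of a cohort handled together on a date, stays open. Of the F0 genes, 32.3% varied between dates within cohorts (unadjusted p under 0.05) and 28.4% of the other genes did, and litters dealt to dates at random gave a median of 11% and at most 22.9%. This test also counts date differences that all cohorts share, so the 32.3% does not single out the round. With the date as a block 1339 of the 1392 passed, so such shared differences do not account for most F0 genes. With the 16 combinations of cohort and date as the units, 156 of the F0 genes remained. Most F0 effects are small, and this fit recovered 10.0% of simulated effects of 0.25 where edgeR with single males recovered 33.5%. At 0.5 both recovered 93.5%. The fall from 1392 to 156 was steeper than at either simulated size. Smaller effects were not simulated, so a loss of power and the round cannot be told apart as its cause. Cohort and F0 treatment differ also by ancestry, so an inherited effect stays among the open explanations and was not tested apart from the round.

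Clock phase as an explanation of the F0 genes outside the clock lists could not be settled. With the clock index in the fit 30.4% of these genes remained, but with the index shuffled within groups 26.2% to 81.5% did (median 55.9%, and 1 of 40 shuffles left as few). The F0 treatment accounts for 18.9% of the variance of the index, which keeps open how much of the loss is due to phase, so phase and F0 treatment cannot be told apart for these genes. The median ratio of the log2 fold changes with and without the index was 0.868, and 0.975 with a shuffled index. For Zbtb16 clock phase was argued against. Within liver groups Zbtb16 and the index had Pearson's r of -0.08 (permutation p = 0.500; Spearman's rho -0.11, permutation p = 0.369; n = 83; -0.14 without the 2 extreme males; 0.10 within group and date; adjusted p = 0.500 over 6 relations), and its F0 effect was -2.23 with the index in the fit.

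The variation of Zbtb16 within cohorts followed the date. Of the spread of its litter means within cohorts in liver, 80.9% lay between dates, against a median of 43.3% for litters dealt at random (permutation p = 0.00207). In kidney 86.5% of the spread within groups lay between dates, against 55% (permutation p = 0.014). Both shares also count date differences common to all cohorts, so they do not single out the round of collection. The levels in liver and kidney of a male went together (r of 0.75), which is consistent with a state of the whole animal rather than of the liver alone. Such a state may be the glucocorticoid level. Within liver groups Zbtb16 and 5 glucocorticoid-induced genes (Fkbp5, Tsc22d3, Klf9, Tat and Per1) had Pearson's r of 0.65 (permutation p = 1e-05, the smallest the permutations can give; Spearman's rho 0.66; n = 83; 0.61 without the 2 extreme males; 0.44 within group and date; adjusted p = 3e-05), and 0 of 10000 random lists of matched expression had one as high. In kidney r was 0.66 (permutation p = 0.00120; Spearman's rho 0.61, permutation p = 0.00245; n = 27; 0.56 without the 2 extreme males; 0.39 within group and date; adjusted p = 0.00144), with 50 of 10000 lists as high. The mean of these genes in liver and kidney of a male had r of 0.73 (permutation p = 0.000110; Spearman's rho 0.73; n = 27; 0.67 without the 2 extreme males; 0.56 within group and date; adjusted p = 0.000165). With F0 treatment all 5 were lower in liver (-0.92 to -0.39 on the log2 scale, 5 over all genes and 5 when adjusted over the list alone) and in kidney (-1.53 to -0.31, 0 over all genes and 5 when adjusted over the list alone). With these genes in the fit, 58.2% of the F0 genes remained and the F0 effect on Zbtb16 was -1.34 (adjusted p = 0.000307). The median ratio of the F0 log2 fold changes with and without these genes in the fit was 0.993. The mean of these genes was not shuffled within groups, and the shuffles of the clock index are no reference for it. The 58.2% therefore does not show whether a glucocorticoid level accounts for the other F0 genes. All 5 are in the study's own lists, which were drawn from the liver samples. The random lists were matched on expression and not on membership in these lists. The comparison with them therefore does not separate a glucocorticoid link from variation that the listed genes share. A glucocorticoid level that differs with handling on a date and one that differs with ancestry were not separated.

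Of the other lists in kidney, the exemplary genes were 1 higher and 3 lower with F0 treatment (0 over all genes, 2 when adjusted over the list alone), and the stellate cell genes 4 higher (0.02 to 0.08, 0 when adjusted over the list alone). Hells was higher by 0.17 (0 over all genes). Ribosome biogenesis had 9 higher and 18 lower, the genes of DNA methylation 1 higher and 2 lower and the histone demethylases 4 higher and 4 lower, each with 0 past the threshold over all genes or over the list alone.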
